# Assessment of the performance of the TGx‐DDI biomarker to detect DNA damage‐inducing agents using quantitative RT‐PCR in TK6 cells

**DOI:** 10.1002/em.22257

**Published:** 2018-11-29

**Authors:** Eunnara Cho, Julie K. Buick, Andrew Williams, Renxiang Chen, Heng‐Hong Li, J. Christopher Corton, Albert J. Fornace, Jiri Aubrecht, Carole L. Yauk

**Keywords:** toxicogenomics, genotoxicity, transcriptomic biomarker, gene expression signature

## Abstract

Gene expression biomarkers are now available for application in the identification of genotoxic hazards. The TGx‐DDI transcriptomic biomarker can accurately distinguish DNA damage‐inducing (DDI) from non‐DDI exposures based on changes in the expression of 64 biomarker genes. The 64 genes were previously derived from whole transcriptome DNA microarray profiles of 28 reference agents (14 DDI and 14 non‐DDI) after 4 h treatments of TK6 human lymphoblastoid cells. To broaden the applicability of TGx‐DDI, we tested the biomarker using quantitative RT‐PCR (qPCR), which is accessible to most molecular biology laboratories. First, we selectively profiled the expression of the 64 biomarker genes using TaqMan qPCR assays in 96‐well arrays after exposing TK6 cells to the 28 reference agents for 4 h. To evaluate the classification capability of the qPCR profiles, we used the reference qPCR signature to classify 24 external validation chemicals using two different methods—a combination of three statistical analyses and an alternative, the Running Fisher test. The qPCR results for the reference set were comparable to the original microarray biomarker; 27 of the 28 reference agents (96%) were accurately classified. Moreover, the two classification approaches supported the conservation of TGx‐DDI classification capability using qPCR; the combination of the two approaches accurately classified 21 of the 24 external validation chemicals, demonstrating 100% sensitivity, 81% specificity, and 91% balanced accuracy. This study demonstrates that qPCR can be used when applying the TGx‐DDI biomarker and will improve the accessibility of TGx‐DDI for genotoxicity screening. Environ. Mol. Mutagen. 60: 122–133, 2019. © 2018 Her Majesty the Queen in Right of Canada Environmental and Molecular Mutagenesis.

**Abbreviations**
2‐DC: two‐dimensional clustering
2‐DG: 2‐deoxy‐d‐glucose
BSCE: BaseSpace Correlation Engine
CdCl2: cadmium chloride
CPT: campothecin
DDI: DNA damage‐inducing
EMS: ethyl methanesulfonate
ENU: N‐ethyl‐N‐nitrosourea
ETO: etoposide
H_2_O_2_: hydrogen peroxide
K_2_CrO_4_: potassium chromate
MMS: Methyl Methanesulfonate
MOA: mode of action
MTT: 3‐(4,5‐dimethylthiazol‐2‐yl)‐2,5‐diphenyltetrazolium bromide)
MTX: methotrexate
NaAsO_2_: sodium arsenite
NSC: nearest shrunken centroid
PA: NSC probability analysis
PCA: principal component analysis
RT‐qPCR: real‐time quantitative polymerase chain reaction
TGx: toxicogenomics
TSA: trichostatin A

## INTRODUCTION

The application of toxicogenomics (TGx) in chemical toxicity testing has been a continuously developing area of *in vitro* toxicology since the introduction of TGx nearly two decades ago (Nuwaysir et al., 1999; Li et al., 2007; Uehara et al., 2010). TGx biomarkers (i.e., gene expression signatures) are sets of genes that produce characteristic and reproducible transcriptional responses to toxicants with specific modes of action (MOAs) (Lamb et al., 2006; Ellinger‐Ziegelbauer et al., 2009). Thus far, various TGx signatures have been produced that show promise for application in genotoxic hazard identification (Amundson et al., 2005; Ellinger‐Ziegelbauer et al., 2009; Magkoufopoulou et al., 2012; Li et al., 2015). TGx analyses provide transcriptional response information that cannot be obtained using the current standard *in vitro* genotoxicity assays (Thybaud et al., 2007; Zeiger et al., 2015). These biomarkers can be used to measure the initiation of DNA damage response genes and pathways to identify chemicals operating through DNA damage‐inducing (DDI) or potentially other mechanisms. TGx changes may also provide insight into MOA (e.g., identifying chemicals that induce significant amounts of oxidative stress). Thus, TGx can complement standard *in vitro* genotoxicity assays by providing mechanistic context to the observed DNA damage for human‐relevant hazard identification.

In order to address the need for pragmatic TGx tools in genetic toxicology, Li et al. developed the TGx‐DDI transcriptomic biomarker (formerly TGx‐28.65), which classifies chemicals as either DDI or non‐DDI (Li et al., 2015). TGx‐DDI was derived from TK6 human lymphoblastoid cells exposed to 28 representative DDI and non‐DDI agents (the “reference” set) for 4 h. Transcriptional profiles were derived using DNA microarrays, and the Nearest Shrunken Centroid (NSC) method was applied to identify 65 stable and differentially expressed genes that discriminate DDI from non‐DDI exposures. This 65‐gene expression signature (recently modified to 64 genes due to an annotation update) can be used to distinguish DDI from non‐DDI agents based on gene expression. The reference set consists of both DDI and non‐DDI agents with well‐characterized MOAs, which collectively provide a broad representation for each class of chemicals (Li et al., 2015). The DDI group contains agents that induce DNA damage through direct or indirect interactions with DNA, such as DNA alkylators, topoisomerase I/II inhibitors, and DNA antimetabolites. The non‐DDI group includes toxicants that do not interact with DNA, such as endoplasmic reticulum modulators, histone deacetylase inhibitors, and antimitotic agents. DDI classification using the biomarker is made if there is a positive DDI call in at least one of three statistical analyses (referred to as the three‐pronged method)—a probability analysis (PA) based on NSC, principal component analysis (PCA), and 2‐Dimensional Clustering (2‐DC) (Li et al., 2017); otherwise, the agent is classified non‐DDI.

Previous studies have validated the classification capability of the TGx‐DDI biomarker beyond the reference set and TK6 cell line (Buick et al., 2015; Yauk et al., 2016; Buick et al., 2017; Li et al., 2017). The biomarker accurately classifies pro‐genotoxicants in TK6 cells that are metabolically activated with various types and concentrations of rat liver S9, as well as in a metabolically competent human hepatic cell line, HepaRG (Buick et al., 2015; Yauk et al., 2016). In addition, the TGx‐DDI biomarker response is concordant with the micronucleus assay (Yauk et al., 2016), and a case study has shown that the biomarker approach can complement standard methods in regulatory genotoxicity testing (Buick et al., 2017). Recent validation has also demonstrated that the biomarker's classification capability is not limited to DNA microarray technologies, and can be used with new high‐throughput methods to measure gene expression (Li et al., 2017).

Thus far, whole transcriptome analyses using DNA microarrays have facilitated TGx signature development. However, for practical application of the TGx‐DDI biomarker, microarrays lack the accessibility required to accommodate a broad range of users seeking to apply the biomarker in chemical testing. Furthermore, whole transcriptome profiling is unnecessary for TGx‐DDI chemical classification as the biomarker relies on only 64 genes. Quantitative real‐time PCR (qPCR) is a standard method for measuring the expression of select genes, and most molecular biology laboratories are equipped with qPCR instruments. Adapting the biomarker to the qPCR platform will ensure that the TGx‐DDI biomarker approach will be accessible to all molecular biology laboratories.

In the present study, the TGx‐DDI biomarker was measured using TaqMan qPCR gene expression assays in 96‐well plates. The 96‐well qPCR array format provides a customizable platform for analyzing the biomarker genes. We first profiled each agent in the reference set of chemicals (Table 1). In addition, 24 additional chemicals were profiled and classified as external validation of the TGx‐DDI biomarker measured *via* qPCR (Table 2). These 24 chemicals are a subset of the external validation chemicals used in previous validation efforts (Li et al., 2017). Two approaches were applied for chemical classification: the original three‐pronged method (Li et al., 2017), and an alternative method, the Running Fisher test (Kupershmidt et al., 2010). We explored the performance of the biomarker in predicting whether agents are DDI or non‐DDI using qPCR and assessed the use of the alternative classification approach.

**Table 1:** TGx‐DDI Biomarker Reference Agents, Treatment Concentrations, and Vehicle solvents

Class	Mode of action	Chemical names	Concentration	Vehicle solvent
DNA damage‐inducing (DDI)	Alkylating agents	Cisplatin	80 μM	DMSO
		Methyl methanesulfonate (MMS)	40 μg/mL	MeOH
	Topoisomerase I inhibitor	Camptothecin (CPT)	125 nM	DMSO
	Topoisomerase II inhibitor	Etoposide (ETO)	200 nM	DMSO
	RNA/DNA antimetabolites	5‐fluorouracil (5‐FU)	25 μg/mL	DMSO
		Methotrexate (MTX)	100 μM	NaOH
	DNA antimetabolites	Arabinofuranosyl cytidine (AraC)	50 μM	H_2_O
		Hydroxyurea	0.5 mM	H_2_O
	DNA strand break induced by other mechanisms	Gamma irradiation	4 Gy	Media
		Bleomycin	10 μg/mL	H_2_O
		Hydrogen peroxide	80 μM	H_2_O
	Heavy metals	Cadmium chloride	50 μM	H_2_O
		Potassium chromate (IV)	100 μM	H_2_O
		Sodium arsenite	20 μM	H_2_O
Non‐DNA damage‐inducing (non‐DDI)	Antimitotic agents	Colchicine	250 ng/mL	EtOH
		Docetaxel	50 nM	DMSO
		Paclitaxel	50 nM	DMSO
		Vinblastine	200 ng/mL	DMSO
	Histone modification inhibitors	Trichostatin A (TSA)	20 ng/mL	DMSO
		Apicidin	1 μg/mL	DMSO
		HC Toxin	20 ng/mL	MeOH
		Oxamflatin	1 μM	DMSO
	Endoplasmic reticulum modulator	Tunicamycin	2.5 μg/mL	EtOH
		Thapsigargin	250 nM	Acetonitrile
	Glycolysis inhibitor	2‐deoxy‐d‐glucose (2‐DG)	20 μM	H_2_O
	Electron transport chain uncoupler	Antimycin A	100 μM	EtOH
	Other stresses	Heat shock (47 ° C)	47°C for 20 min	Media
		Ethanol	2%, 4%	Media

The 28 reference agents and the concentrations shown above were previously described by Li et al. (2015).

**Table 2:** External Validation Chemicals, Treatment Concentrations, and Vehicle Solvents

Class	Mode of action	Chemical name	Concentration	Vehicle solvent
Class 1 DDI agents that directly interact with DNA	DNA alkylation	Mitomycin C	10 μM	H_2_O
		Chlorambucil	4 μM	DMSO
		Busulfan	20 μM	Acetone
		ENU	500 μM	DMSO
		EMS	2 mM	H_2_O
		Nitrogen mustard	200 nM	H_2_O
	DNA strand breaks	Bleomycin	10 μM	H_2_O
	Mixed, indirect MOA	Hydroquinone	20 μM	H_2_O
Class 4 Non‐DDI, no interaction with DNA	Receptor tyrosine kinase inhibition	Sunitinib malate	20 μM	DMSO
	Antibiotics	Ampicillin	1 mM	H_2_O
		Erythromycin	500 μM	EtOH
	Acetylcholinesterase inhibition	Methyl carbamate	1 mM	H_2_O
	N/A	*N*‐butyl chloride	1 mM	H_2_O
Class 5 Non‐DDI, known irrelevant *in vitro* positive	Protein synthesis inhibition	Cycloheximide	10 μM	H_2_O
	Protein kinase inhibition	Staurosporine	30 nM	DMSO
	Acetylcholinesterase inhibition	Donepezil	1 mM	DMSO
	ETC uncoupling	2,4‐DNP	1 mM	MeOH
	H+/K + ‐ATPase inhibition	Esomeprazole	200 μM	DMSO
		Rabeprazole	0.8 μM	H_2_O
	GABA receptor activation	Phenobarbital	1 mM	H_2_O
	Angiotensin II inhibition	Olmesartan	0.16 μM	NaOH
	Aromatase inhibition	Exemestane	100 μM	MeOH
	Dopamine receptor activation	Rotigotine	100 μM	DMSO
	Glucocorticoid receptor agonist	Dexamethasone	1 mM	MeOH

The 24 chemicals and the concentrations shown above were previously described by Li et al. (2017).

## MATERIALS AND METHODS

### Cell Culture and Treatments

Cell culture and treatments were performed as described in the original TGx‐DDI publication (Li et al., 2015). RNA from the original exposures in Li et al. was no longer available for this experiment. Thus, a new experiment was conducted to re‐derive cells for the reference set. For this, TK6 cells were exposed to each reference agent and its solvent on two separate occasions to produce two biological replicates of each treatment and control.

For external validation, the same RNA samples isolated by Li et al. (2017) were used; a single replicate of 24 treatments and corresponding controls were previously generated using the same exposure methods as the reference set (Li et al., 2017).

The concentration and vehicle solvent for each treatment are listed in Table 1 (Reference set) and Table 2 (External validation set). Overall, the treatment chemicals consisted of the 28 reference agents and 24 of the external agents used in the 2015 and 2017 studies by Li et al. (2015, 2017). Eight DDI agents (called Class 1 chemicals in Li et al., 2017), five non‐DDI agents (Class 4 chemicals in Li et al., 2017), and 11 chemicals that cause chromosomal aberrations *in vitro* but not *in vivo* (Class 5 chemicals from Li et al., 2017) constituted our external validation set.

Briefly, TK6 cells were obtained from American Type Culture Collection (ATCC# CRL‐8015; ATCC, Manassas, VA) and cultured in RPMI 1640 medium with 10% fetal bovine serum. All treatment chemicals were purchased from Sigma‐Aldrich (St. Louis, MO) except for potassium chromate and cadmium chloride, which were purchased from J. T. Baker (Phillipsburg, NJ). The concentrations were the same as the concentrations optimized by Li et al. (2015); the concentrations were selected based on the cell viability measured by the MTT (3‐(4,5‐dimethylthiazol‐2‐yl)‐2,5‐diphenyltetrazolium bromide) assay and the level of stress response measured using the expression of three indicator genes, *ATF3, GADD45A,* and *CDKN1A* (Li et al., 2015). The selected concentrations were those that induced the largest fold changes in the three indicator genes while maintaining the cell viability above 50% at 24 h. Cells were treated with each agent in the exponential growth phase at a density of 4–5 × 10^5^ cells/mL for 4 h at 37°C before subsequent harvest and RNA extraction. The solvent control samples were prepared concurrently with the treated samples by treating the cells with an equal volume of the vehicle solvent as the treatment.

### RNA Isolation and Quality Assessment

To extract and purify total RNA, the RNeasy Mini Kit (Qiagen, Toronto, ON, Canada) was used following the manufacturer's protocol. The quantity and quality of each extracted RNA sample were assessed using a NanoDrop ND‐100 spectrophotometer (Thermo Scientific, Burlington, ON, Canada) and an Agilent 2100 Bioanalyzer (Agilent Technologies, Mississauga, ON, Canada). All RNA samples used had A260/280 absorbance ratios of ≥2.0 and RNA integrity number between 7.5 and 10.

### Complementary DNA Synthesis and TaqMan qPCR Assays

RNA was reverse transcribed to cDNA using the SuperScript IV First‐Strand Synthesis System (Invitrogen, Burlington, ON, Canada). In each 20 μL cDNA synthesis reaction, 500 ng of RNA was input. For each of the 28 reference agents and seven vehicle controls, five cDNA synthesis reactions were performed, using 2.5 μg of RNA in total. The cDNA from the five reactions were pooled to 100 μL and diluted 1:10 in water to a final volume of 1 mL for each 96‐well qPCR array.

The 96‐well qPCR array was constructed from pre‐designed, inventoried TaqMan Gene Expression Assays (FAM‐labeled, MGB probe/primer sets, Applied Biosystems, Burlington, ON, Canada) (list of assays in Supporting Information Table I and plate layout in Supporting Information Fig. 1). Six reference genes were added to the arrays: *HPRT1*, *GUSB*, *GAPDH*, *CASC3*, *18S*, and *EIF2B1*.

Complementary DNA from two biological replicates of the 28 reference samples and the seven vehicle controls, and a single replicate of each of the 24 validation samples and the seven vehicle controls were prepared for qPCR with TaqMan Gene Expression Master Mix (Applied Biosystems) following the manufacturer's instructions for 20 μL reactions. qPCR was performed on the CFX96 Real‐Time System (Bio‐Rad, Mississauga, ON, Canada) under settings for 96‐well plates recommended by Applied Biosystems (Burlington, ON, Canada) (50°C for 2 min, 95°C for 10 min, and 40 cycles of 95°C for 15 s followed by 60°C for 1 min).

### Quantitative RT‐PCR Gene Expression Fold Change Calculation

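All 61 genes analysed here gave a Cq in each of the 76 samples, and no value lay above 40 cycles. CEBPD, a transcription factor induced by stress, had the highest mean Cq at 35.0 and was the only gene with a mean above 35 cycles. USP41, whose current symbol is USP41P, followed at a mean Cq of 32.7, and LCE1E, which encodes a protein of the cornified envelope, at 31.3. CDKN1A, which encodes the cell cycle inhibitor p21, stood at a mean Cq of 23.9 and PHLDA3, a repressor of Akt signalling, at 24.7. USP41 varied most between the replicates of a condition among these genes (SD 0.719 cycles), against 0.228 cycles for CDKN1A and 0.184 cycles for PHLDA3. ARRDC4, PCDH8 and SEMG2 were not analysed here.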

After performing qPCR for all samples, the biomarker gene set was modified to 61 genes for the analyses, as three genes (*ARRDC4*, *PCDH8*, and *SEMG2*) were excluded from statistical analyses due to Cq (quantification cycle) values above 40 across the majority of samples.

Based on the stability of the Cq value across all samples, the two most stably expressed reference genes, *HPRT1* and *GUSB*, were averaged and used to generate ΔCq values of each reference expression profile. ΔΔCq values were obtained by normalizing each chemical by the corresponding vehicle control. 

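HPRT1, an enzyme of purine salvage, had a mean Cq of 22.9 ± 0.301 (SD, n = 76 samples), and GUSB, a lysosomal glucuronidase, 24.2 ± 0.329 (SD, n = 76 samples). No gene of the panel had a smaller SD of Cq than either of them, and the median SD over the 61 panel genes was 0.737 cycles. GUSB lay 1.24 cycles above HPRT1 on average (SD 0.248). In cells treated with NaAsO2, an arsenic compound, the distance was 2.34 cycles in replicate 1 and 2.00 cycles in replicate 2, whereas no other sample exceeded 1.68 cycles. The choice between the 2 genes therefore moved NaAsO2 most, by 0.38 on the log2 scale in either direction. GAPDH, CASC3, 18S and EIF2B1 were not analysed here.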

The fold change in each gene was then calculated using the following equation: Fold change = 2^−ΔΔCq^ (Vandesompele et al., 2002). The heatmap of biomarker gene expression under each chemical treatment was generated using the log_2_ fold change. All of the qPCR data are available on NCBI's Gene Expression Omnibus (GEO) under the accession number GSE121532 (URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121532).

### Chemical Classification by the Three‐Pronged Approach

The three‐pronged approach involves assessing performance using PCA, 2‐DC, and the NSC PA of the test agent alongside the reference agents (Li et al., 2017).

The PCA was performed using the prcomp in R (www.r-project.org) and a scatterplot was generated to represent the results (Fig. 1A). 2‐DC (Fig. 1B) was performed using the hclust function in R using average linkage and Euclidean distance.

**Figure 1:**
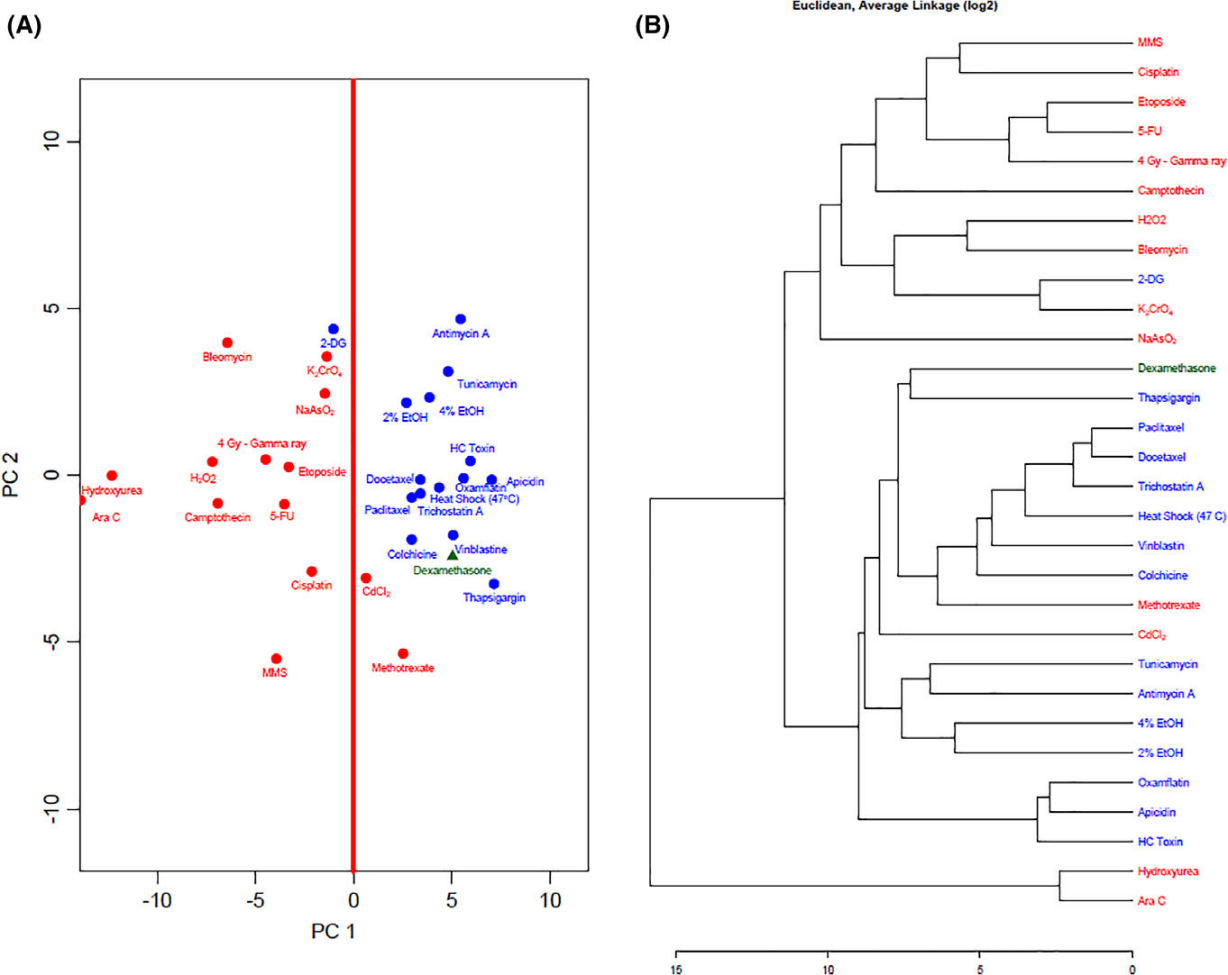
(A) Principal component analysis (PCA) of the qPCR profiles of the reference set and dexamethasone, an external validation agent. (B) Two‐dimensional clustering (2‐DC) of the qPCR profiles of the reference set and dexamethasone. Red font indicates DDI reference agents and blue font indicates non‐DDI agents. Green font represents the external validation chemical.

To perform the PA using NSC, the pamr function in the R statistical environment was used (www.bioconductor.org). Briefly, the centroids for each class were generated from the expression profiles of reference chemicals belonging to each class by averaging the expression of each gene across each class (Tibshirani et al., 2002). The PA classifies chemicals based on the similarities in their centroids to that of the reference chemicals. A test chemical was assigned to the class (DDI or non‐DDI) where its probability of membership was >0.90 (Li et al., 2015).

The overall prediction made by the TGx‐DDI biomarker utilized the results from all three analyses. Higher weight was given to results indicating DDI; if one of the analyses indicated that a chemical is DDI, regardless of the other two analyses, the overall prediction was stated as DDI for a conservative assessment of genotoxic potential. Similarly, if one of the analyses indicated non‐DDI and the remaining two were inconclusive, the overall prediction was non‐DDI. Any chemical that lay on the border in the PCA or did not branch with either of the two classes in hierarchical clustering was considered inconclusive (Li et al., 2017).

### Chemical Classification by the Running Fisher Test

The use of the Running Fisher test to determine the predictive accuracy of the original TGx‐DDI biomarker has been described (Corton et al., 2018). Briefly, the TGx‐DDI transcriptomic biomarker was uploaded to the BaseSpace Correlation Engine database (URL: https://www.illumina.com/products/by-type/informatics-products/basespace-correlation-engine.html; formally NextBio) (Kupershmidt et al., 2010) and compared to each list of fold changes derived by qPCR using the Running Fisher test. For each pairwise comparison, the *P*‐value of the Running Fisher test and direction of the correlation were exported. *P*‐values were converted to –Log_10_(*P*‐value)s and those with negative correlations were converted to negative numbers. The reference set of 28 treatments was used to derive a –Log_10_(*P*‐value) cut‐off of 19 that eliminated false negatives. This cut‐off was then applied to the external test set.

### Combining the Classification Approaches in External Validation

Calls made by the individual analyses of the three‐pronged approach and by the Running Fisher test were combined to determine the aggregate analysis that produces the most accurate classifications in external validation for the qPCR platform. The overall predictions made by each combination was determined following the same rule applied in the three‐pronged approach; one DDI call indicated an overall DDI call and if there was no DDI call, the chemical was classified non‐DDI.

## RESULTS

### Classification of  the Reference Set Using the TGx‐DDI Transcriptomic Biomarker

The 28 reference agents and seven vehicle controls were profiled using the 96‐well custom TaqMan TGx‐DDI arrays. 

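TK6 cells, a human B lymphoblastoid line with functional p53, were exposed for 4 h, and mRNA of 61 biomarker genes was measured by TaqMan RT-qPCR in 76 cDNA samples. The samples were 29 treatments, 14 of them DDI and 15 non-DDI, and 9 vehicle conditions, each with 2 replicates. The 29 treatments were 28 agents, with ethanol at 2 concentrations. The sample labels name a separate vehicle for NaAsO2 and for MMS, so the H2O vehicle served 7 treatments, DMSO 10, medium 4 and ethanol 3, and each of the other 5 vehicles 1 treatment. The Cq values of the panel lay between 20.7 and 38.2 cycles (median 26.2), and a step of 1 cycle stands for about a doubling of template. The authors averaged the Cq of HPRT1 and GUSB, subtracted it from the Cq of each gene and took the fold change against the vehicle of the same replicate number. Fold changes computed from the Cq values were equal to the deposited ones in all 58 columns. They were analysed here as log2 fold changes (−ΔΔCq) with limma, in a single fit of all 76 samples with 38 residual degrees of freedom, and p-values were adjusted by Benjamini-Hochberg over the 61 genes of each treatment. Tests, gene lists and most alternative settings were fixed before the data were examined, and settings added later are named as such. The median SD within a condition was 0.203 on the log2 scale, and the median correlation across genes between the 2 replicates of a treatment was 0.850 (from −0.19 in trichostatin A to 0.98 in MMS).

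With the median of the panel in place of the reference genes, the median gene moved by −0.44 on average in DDI treatments and by 0.07 in non-DDI treatments on the log2 scale. HPRT1 alone moved it by 0.13 in DDI treatments and GUSB alone by −0.13. The vehicle matters as well. PHLDA3, which was low in the H2O vehicle, lay there 1.92 below the mean of the 8 other vehicles on the log2 scale (a difference of −1.92), and GADD45A, a growth arrest gene induced by DNA damage, lay 2.03 above it. In all, 43 of 61 genes differed between the H2O vehicle and the mean of the 8 others at an adjusted p under 0.05 from limma, 9 of them higher and 34 lower in H2O. Some Cq values are equal between conditions to the last digit. The ethanol and acetonitrile vehicles share 50 of 61 values in both replicates, among them PTGER4, SEL1L and CDKN1A, and the methanol vehicle other than that of MMS shares 19 of these in replicate 1. Cisplatin and colchicine share 12 values in replicate 1, TNFRSF17 among them, and the DMSO and medium vehicles share 11 in replicate 2, among them PHLDA3, MDM2, PPM1D and HIST1H2BG. Fold changes of these genes against these vehicles rest on values of which it is not known to which sample they belong. A setting without the treatments with repeated Cq values was added later. It leaves out 6, namely cisplatin, colchicine, antimycin A, tunicamycin, HC toxin and thapsigargin. Other treatments set against DMSO or medium stay in, so it does not remove all repeated values.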

Following normalization with the corresponding vehicle controls, the NSC method was applied to generate centroids associated with DDI and non‐DDI classes. The three analyses, namely PCA, 2‐DC, and the PA from the NSC, were then applied to assign each chemical as DDI or non‐DDI.

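The glycolysis inhibitor 2-DG moved 32 of the 61 genes against its H2O vehicle, 22 up and 10 down (adjusted p under 0.05 from limma). PHLDA3 rose by 1.68 (standard error 0.18, adjusted p = 3.6e-10) and LCE1E by 1.25 (standard error 0.21, adjusted p = 3.2e-06) on the log2 scale. PTGER4, a prostaglandin E2 receptor, fell by 2.19 (standard error 0.19, adjusted p = 1.2e-12) and GADD45A fell by 2.00 (standard error 0.20, adjusted p = 4.4e-11). CDKN1A fell by 0.53 (adjusted p = 0.0488), a call that was lost without treated replicate 1 (adjusted p = 0.374), vehicle replicate 1 (0.166) or vehicle replicate 2 (0.0965) and with HPRT1 alone (0.246). Of 23 p53 targets on the panel, 15 were higher and 2 lower in 2-DG, as when adjusted over the list alone, and the panel was picked in earlier work on these same agents, so such counts are not independent evidence of a direction. Against the 8 other vehicles, a comparison added after the data had been seen, 3 genes changed, PHLDA3 and LCE1E turned to −0.24 and −0.30, GADD45A to 0.03 and CDKN1A to −0.23. The direction of the calls also moved with the scaling, from 22 higher and 10 lower to 29 and 6 with HPRT1 alone, 17 and 12 with GUSB alone, and 8 and 14 with the panel median (3 p53 targets higher and 3 lower).

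In the PCA of the 29 treatments, PC1 held 53.9% of the variance and PC2 10.6%. LCE1E and PHLDA3 had the largest loadings toward the DDI side (−0.32 and −0.30), and PTGER4 and RAPGEF2, an activator of Rap GTPases, toward the other (0.21 and 0.19). Scores below 0 lie on the side of the DDI mean. PC1 was −1.14 ± 0.94 (SD, n = 2 replicates) for 2-DG, 2.30 ± 0.38 for MTX and −1.04 ± 0.90 for cadmium chloride. Against the 8 other vehicles, 2-DG scored 2.83 and cadmium chloride 1.24. MTX stayed above 0 throughout, at 0.49 with the panel median, 0.66 with agents in H2O set against those vehicles, 1.43 with the mean of all vehicle controls and up to 3.29 without the treatments with repeated Cq values. Cadmium chloride scored −3.40 with the panel median, and 2-DG −0.15 without the treatments with repeated Cq values. Cadmium chloride also crossed the border when genes were scaled to unit variance (0.42) and with the mean of all vehicle controls (0.83). It did so too in the setting added later without the 6 treatments named above (0.08).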

In the PCA, 2‐deoxyglucose (2‐DG), a non‐DDI agent, clustered with DDI chemicals, and methotrexate (MTX) and cadmium chloride, two DDI agents clustered with non‐DDI chemicals (Fig. 1A); thus, all three were misclassified. 

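AraC and hydroxyurea, which block DNA replication, lay farthest on the DDI side of PC1 at −12.1 and −10.6. At the other end, apicidin, an inhibitor of histone deacetylases, scored 6.12, and paclitaxel, which stabilises microtubules, scored 2.72, the lowest value of a non-DDI treatment other than 2-DG. Potassium chromate lay at −1.18 ± 0.16 (SD, n = 2 replicates). It was −0.20 without the treatments with repeated Cq values. It moved to 2.58 when compared with the 8 other vehicles (an added setting) and to 2.74 with the mean of all vehicles.

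NaAsO2 scored −0.37 ± 2.29, with its replicates on either side of the border at −2.00 and 1.25, and it scored 1.41 without replicate 1. CDKN1A rose by 3.27 in NaAsO2 (standard error 0.23, adjusted p = 5.2e-16 from limma) and GADD45A by 2.90 (standard error 0.20, adjusted p = 5.2e-16). The 2 replicates gave 3.99 and 2.56 for CDKN1A. PC1 of NaAsO2 was 1.36 with HPRT1 alone, 1.76 with the panel median and 0.33 without the treatments with repeated Cq values.

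**Figure D1:**
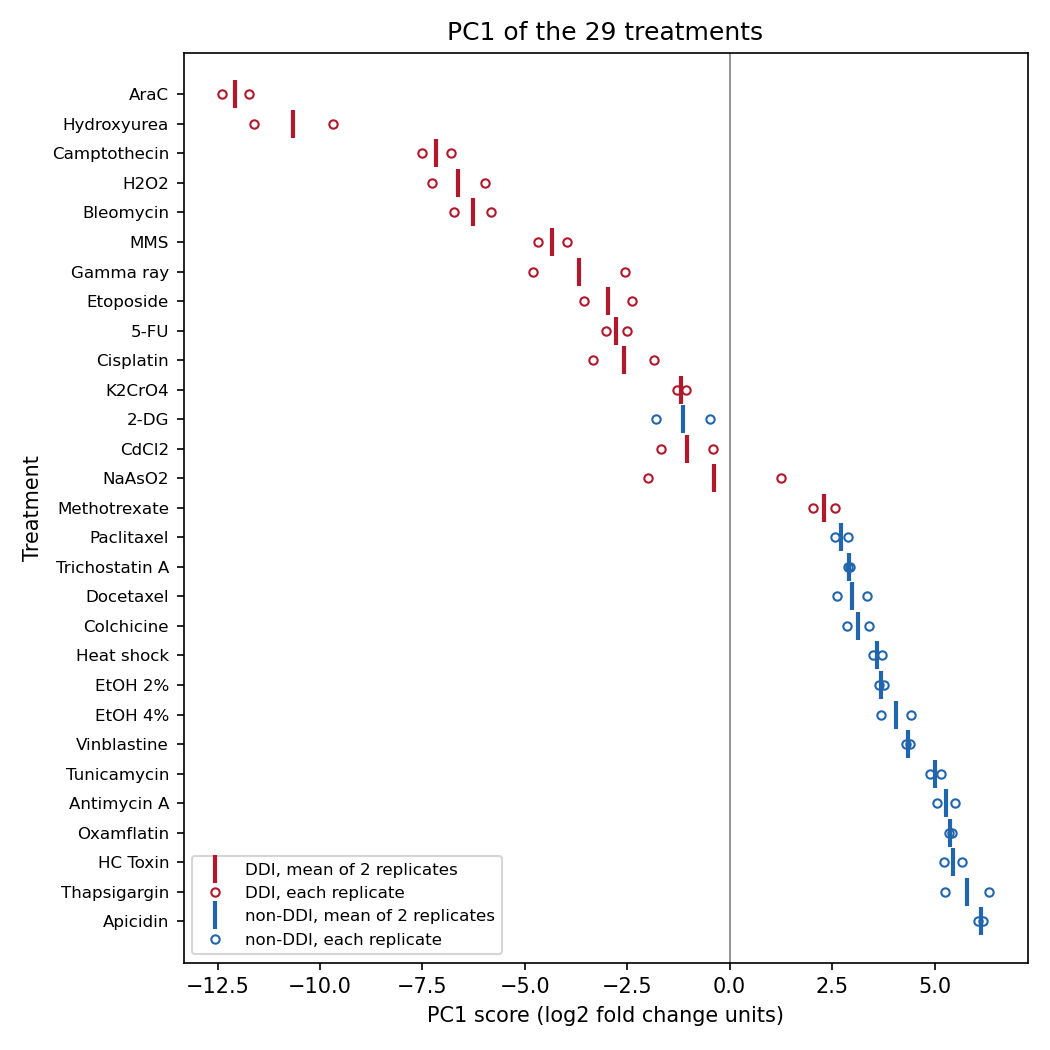
PC1 score (log2 fold change units) of each of the 29 treatments, with DDI in red and non-DDI in blue. Bars mark the mean of 2 replicates and circles each replicate; the vertical line marks a score of 0. NaAsO2 has replicates at −2.00 and 1.25, and 2-DG lies at −1.14 beside potassium chromate at −1.18.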

The remainder of the reference set clustered within their respective classes. Cadmium chloride, MTX, and 2‐DG were also misclassified in the 2‐DC analysis, where 2‐DG branched with the DDI chemicals while MTX and cadmium chloride branched with the non‐DDI chemicals (Fig. 1B).

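Average-linkage clustering of the log2 fold changes, with 3 clusters, placed 12 DDI treatments in a DDI group, 15 treatments in a non-DDI group and potassium chromate with 2-DG apart from both. MTX was nearest to colchicine, which blocks microtubule assembly, at a Euclidean distance of 4.52. Cadmium chloride was nearest to heat shock at 6.90 but joined the DDI group. AraC and hydroxyurea lay 2.08 apart, and docetaxel and paclitaxel 1.11. Potassium chromate and 2-DG lay 3.30 apart. They raised 20 genes in common, PHLDA3 and LCE1E among them, and lowered 6 in common, among them PTGER4, GADD45A and B3GNT2, an enzyme of polylactosamine synthesis. Independent lists of these sizes would share 8.66 and 0.984 genes. The 2 agents share the same H2O vehicle samples. The correlation of their fold changes across genes was 0.859 against 0.498 in 1000 simulations of unchanged agents against shared vehicle samples, and the covariance was 0.518 against 0.0625. This simulation covers noise of the shared samples, not a vehicle that stands apart from the others. In the later comparison with the 8 other vehicles, 5 genes changed in potassium chromate and 3 in 2-DG. Of the genes called against H2O, 0 and 2 were then called in the same direction with limma, so the overlap depends on which vehicle is the reference.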

The PA of the reference compound set measured using qPCR (Fig. 2A) produced 26 correct classifications, two inconclusive, and one false negative classification. 

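The centroids of the 2 classes were far apart for MDM2, the ubiquitin ligase that degrades p53. Its mean log2 fold change was 1.60 ± 0.93 (SD, n = 14 DDI treatments) against −0.08 ± 0.30 (SD, n = 15 non-DDI treatments). PRKAB1, a subunit of AMP-activated kinase, stood at 1.42 ± 0.74 against 0.09 ± 0.27. RAPGEF2 went the other way, at −1.08 ± 0.94 against 0.59 ± 0.70. With all 61 genes kept, the nearest centroid gave 27 correct calls, 1 inconclusive call and 1 false negative at a probability above 0.90. The lowest probability of the DDI class among correctly called DDI treatments was 0.906 (potassium chromate), then 0.955 (NaAsO2) and 0.960 (cadmium chloride), and the highest among correctly called non-DDI treatments was 2.7e-06 (paclitaxel). When each treatment was left out of its own centroids, 5 treatments were not called correctly, namely these 3 agents, 2-DG and MTX. The number was 4 with GUSB alone or without replicate 2 (potassium chromate, cadmium chloride, 2-DG and MTX), and 4 with the panel median or the mean of all vehicle controls. The probability for NaAsO2 fell to 0.0111 without replicate 1, 0.0122 with HPRT1 alone and 0.0173 with the panel median, that for potassium chromate to 0.136 with the panel median and 0.784 with shrinkage 1, and that for cadmium chloride to 0.634 without replicate 2.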

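Potassium chromate changed 30 of 61 genes against H2O, 24 up and 6 down (adjusted p under 0.05 from limma). HIST1H2BG, a histone H2B gene, rose by 2.09 on the log2 scale (standard error 0.29, adjusted p = 1.1e-07) and PHLDA3 by 1.58 (standard error 0.18, adjusted p = 2.6e-09). B3GNT2 fell by 1.90 (standard error 0.11, adjusted p = 1.5e-18), PTGER4 fell by 1.87 and GADD45A fell by 1.60 (adjusted p = 1.4e-08). CDKN1A fell by 0.74 (adjusted p = 0.0064), which was no longer past the threshold without vehicle replicate 1 (adjusted p = 0.0524) or treated replicate 2 (0.0575) and with HPRT1 alone (0.0831). Of the 23 p53 targets, 15 were higher and 2 lower (16 and 2 when adjusted over the list alone), on a panel picked for these agents. Of the 5 signalling genes, 3 were lower and none was higher. With 2-DG the probability of the DDI class was 0.864, which is inconclusive. It passed 0.90 toward DDI with HPRT1 alone (0.972), histone genes left out (0.972), without replicate 1 (0.990) and with 2-DG left out of its centroid (0.993). It turned to non-DDI with the mean of all vehicle controls (6.3e-07) and the 8 other vehicles (2.0e-06).

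The split in potassium chromate was 29 higher and 3 lower with HPRT1 alone and 17 and 9 with GUSB alone. With the panel median, 4 genes were higher and 21 lower, and the p53 targets turned to 2 higher and 4 lower. Against the 8 other vehicles, 5 genes changed, PHLDA3 stood at −0.34 (adjusted p = 0.0895), GADD45A at 0.43 (adjusted p = 0.0657), HIST1H2BG at 0.56 (adjusted p = 0.0791), PTGER4 at −0.40 (adjusted p = 0.0657), CDKN1A at −0.44 (adjusted p = 0.0791) and B3GNT2 at −0.02, and the probability was 6.4e-06. This last comparison was added after the H2O vehicle had been seen to differ from the others.

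**Figure D2:**
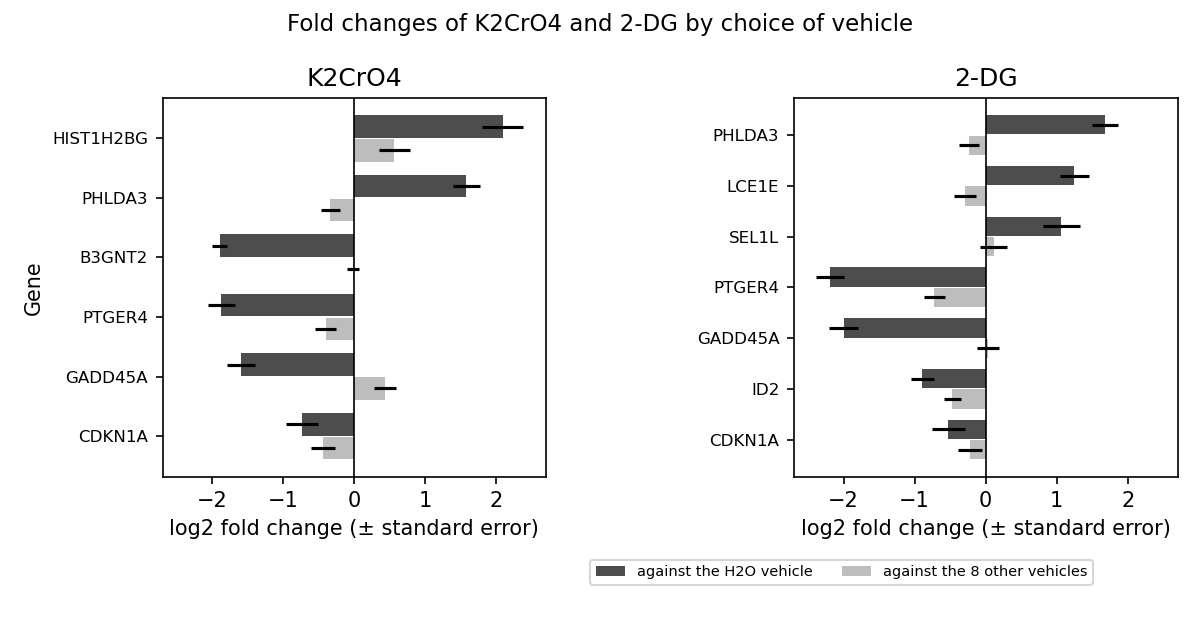
Log2 fold changes with standard errors for genes of potassium chromate and 2-DG, against the H2O vehicle (dark bars) and against the mean of the 8 other vehicles (light bars). PHLDA3 goes from 1.58 to −0.34 in potassium chromate and from 1.68 to −0.24 in 2-DG.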

The two inconclusive results included one DDI chemical, potassium chromate (K_2_CrO_4_), and one non‐DDI agent, 2‐DG. MTX was misclassified as non‐DDI (false negative) in the NSC PA. 

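The probability of the DDI class was 8.1e-05 for MTX, an antifolate. It was 0.191, an inconclusive value, with the panel median, and at most 0.0545 under the other alternatives. None of the 23 p53 targets passed the test in MTX with limma, also when adjusted over the list alone, and 2 were higher at an unadjusted p under 0.05. Scaled to the panel median, 2 were higher. The log2 fold change of CDKN1A was −0.04 (95% confidence interval −0.49 to 0.42), that of BTG2, an antiproliferative p53 target, −0.08 (−0.46 to 0.30), that of PHLDA3 0.02 (−0.36 to 0.39) and that of MDM2 0.08 (−0.35 to 0.50). These intervals lie below the mean of the DDI treatments for each of the 4 genes, which was at least 1.60.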

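Cadmium chloride changed 33 of 61 genes, 14 up and 19 down (adjusted p under 0.05 from limma). PHLDA3 rose by 2.22 on the log2 scale (standard error 0.18, adjusted p = 1.1e-13), PRKAB1 by 1.21 and BTG2 by 1.21 (adjusted p = 1.1e-06 and 1.0e-06). HIST1H2BG fell by 2.84 (standard error 0.29, adjusted p = 4.4e-11), B3GNT2 fell by 2.45 (adjusted p = 1.3e-22) and PTGER4 fell by 2.03. Of the p53 targets, 12 of 23 were higher and 2 lower (13 and 2 when adjusted over the list alone; the panel was chosen on these agents), and all 5 signalling genes were lower. CDKN1A rose by 0.61 (adjusted p = 0.0210), a call lost without vehicle replicate 1 (adjusted p = 0.0529), treated replicate 2 (0.189) or vehicle replicate 2 (0.109) and with GUSB alone (0.139). GADD45A fell by 0.68 (adjusted p = 0.0044), a call lost without vehicle replicate 1 (adjusted p = 0.0685) and with HPRT1 alone (0.131), and it was higher by 1.35 against the 8 other vehicles (adjusted p = 4.6e-10) and by 1.13 against the mean of all vehicles.

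Against the 8 other vehicles (an added comparison), 51 genes changed, 6 up and 45 down, of which 22 had changed in the same direction against H2O, and the probability of the DDI class was 0.00210. PHLDA3 then stood at 0.31 (adjusted p = 0.0406), PRKAB1 at 0.31 (adjusted p = 0.0450), BTG2 at 0.40 (adjusted p = 0.0120), CDKN1A at 0.91, B3GNT2 at −0.57, PTGER4 at −0.56 and HIST1H2BG at −4.37, and 6 p53 targets were higher in place of 12. The calls were 7 higher and 23 lower with GUSB alone and 18 higher and 14 lower with HPRT1 alone.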

Cadmium chloride was correctly classified as DDI in the PA; thus, the overall classification of cadmium chloride was DDI, despite the misclassifications in the PCA and the 2‐DC analysis.

**Figure 2:**
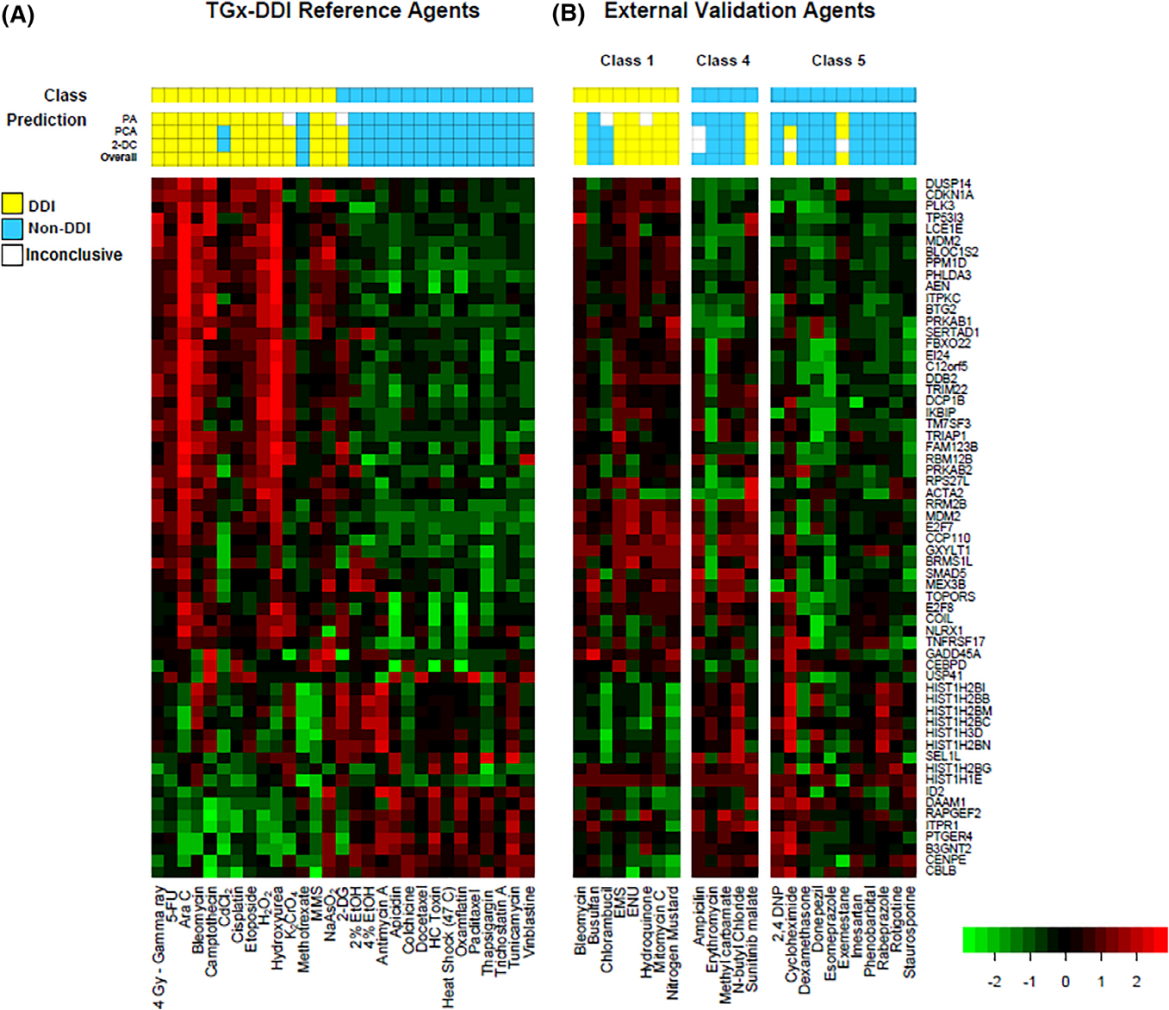
Heatmaps and predictions made by the TGx‐DDI biomarker generated using RT‐qPCR 4 h post‐exposure in TK6 cells. TK6 cells were treated with the 28 reference agents (A) and 24 external validation chemicals (B) listed on the *x*‐axis. The 28‐chemical reference set divides into two classes consisting of 13 DNA damage‐inducing (DDI) and 15 non‐DDI chemicals. The external validation set spans three classes: Class 1 (direct‐acting DDI), Class 4 (non‐DDI), and Class 5 (known irrelevant *in vitro* positive, non‐DDI). The biomarker genes are labeled on the right side of the heatmap. Each square represents a gene's transcript levels relative to controls, with the color of the square indicating up‐regulation (red) or down‐regulation (green) of the gene. The color scale corresponds to the fold change in expression on the log_10_ scale. The “Prediction” bars above each heatmap represent the outcomes of the NSC probability analysis (PA), PCA, and 2‐DC, yellow indicating DDI, blue indicating non‐DDI, and white indicating inconclusive result. The “Class” bar represents the expected classification based on the classifications in Li et al. (2017).

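Of the 61 genes, 35 were higher and 11 lower in the 14 DDI treatments than in the 15 non-DDI treatments, and 15 did not pass the test (adjusted p under 0.05 from limma). PHLDA3 differed most, by 2.61 on the log2 scale (standard error 0.33, adjusted p = 2.6e-07), and lay above its vehicle in 14 of 14 DDI and 1 of 15 non-DDI treatments. The H2O vehicle, shared by 6 DDI agents, was low in PHLDA3, so this count depends on the vehicle. Against the 8 other vehicles (added later), PHLDA3 stood at −0.34 in potassium chromate, 0.31 in cadmium chloride, 2.02 in hydroxyurea and 2.34 in AraC. LCE1E followed at 2.46 (standard error 0.42, adjusted p = 8.6e-06), then BTG2 at 1.94, CDKN1A at 1.84 and MDM2 at 1.67. CDKN1A lay above its vehicle in 12 of 14 DDI and 8 of 15 non-DDI treatments. TP53I3, a quinone reductase, PLK3, a stress kinase, and PPM1D, a phosphatase that acts on p53, were higher by 1.61, 1.49 and 1.26. GADD45A differed by 0.47 (adjusted p = 0.234), by −0.03 with the panel median (adjusted p = 0.949), and by 1.18 (adjusted p = 0.0061) with the vehicle solvent as a block. It also passed with the mean of all vehicle controls (1.08) and within DMSO (1.38). TNFRSF17, a receptor of plasma cells, was higher by 0.94 (adjusted p = 0.0013), a call lost with the mean of all vehicle controls (0.30, adjusted p = 0.289), the panel median (0.43, adjusted p = 0.0923), the solvent as a block (0.63, adjusted p = 0.0755) and within DMSO (0.87, adjusted p = 0.0810).

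RAPGEF2 was lower by 1.67 (a difference of −1.67, standard error 0.29, adjusted p = 1.3e-05), and lay below its vehicle in 13 of 14 DDI treatments. PTGER4 differed by −1.55, a call lost with the solvent as a block (−0.51, adjusted p = 0.136), the mean of all vehicle controls (−0.56, adjusted p = 0.0746) and within DMSO (−0.85, adjusted p = 0.141). ITPR1, a calcium channel, differed by −1.14 and CENPE, a mitotic kinesin, by −1.08. B3GNT2 and ID2, an inhibitor of differentiation, were lower as well, and DAAM1 and CBLB, a formin and a ubiquitin ligase, differed by −0.96 and −0.91. HIST1H2BM and HIST1H3D differed by −0.76 (adjusted p = 0.0295) and −0.62 (adjusted p = 0.0444), and HIST1H3D by 0.14 among the 10 treatments in DMSO alone. Without replicate 2 both lost their calls (adjusted p = 0.0948 and 0.143), as they did with HPRT1 alone (0.0530 and 0.0830), without hydroxyurea and AraC (0.101 and 0.102) and without the treatments with repeated Cq values (0.0556 and 0.0633). HIST1H3D lost it as well with the solvent as a block (−0.21, adjusted p = 0.545) and with ethanol averaged (adjusted p = 0.0598). These genes are among 7 histone genes whose level was higher in replicate 1 than in replicate 2 by a median of 0.78 on the log2 scale, in at least 34 of 38 conditions each.

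By list, 22 of 23 p53 targets were higher and none lower, also when adjusted over the list alone. Their mean log2 fold change was 1.20 ± 0.67 (SD, n = 14) in DDI and −0.04 ± 0.18 (SD, n = 15) in non-DDI treatments (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). All 5 signalling genes were lower, also when adjusted over the list alone (mean difference −1.25, permutation p = 5.0e-05). Of 5 cell cycle genes 4 were higher and 1 lower (0.69, permutation p = 2.0e-05), and of 6 genes of the early stress response 3 were higher and 1 lower (0.76, permutation p = 1.5e-04), the same counts as when adjusted over the list alone. Of 8 histone genes 2 were lower, none when adjusted over the list alone (−0.33, permutation p = 0.201). Adjusted over the 5 lists these p-values were 5.0e-05, 8.3e-05, 5.0e-05, 1.9e-04 and 0.201. The panel was selected in earlier work to separate these same agents, so these counts are not independent evidence. With the panel median the split was 19 higher and 17 lower, the cell cycle and early stress lists lost their calls (permutation p = 0.0972 and 0.221) and the histone list gained one (−0.83, permutation p = 2.7e-04). The histone list also passed against the mean of all vehicles (−1.07, permutation p = 9.2e-04). With the solvent as a block 37 genes passed, 28 of them higher, and 39 among the 10 treatments in DMSO (added later), 30 of them higher.

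Against its own vehicle, a DDI treatment changed a median of 39.5 genes (4 to 50) and a non-DDI treatment 17 (0 to 32). Summed over treatments, 524 of 854 values changed in DDI, 397 of them up and 127 down, and 241 of 915 in non-DDI, 130 up and 111 down. The share of calls that were up was 75.8% in DDI and 53.9% in non-DDI, and 57.4% and 59.5% with the panel median. With at least a doubling or halving required as well, 288 and 91 values remained past both thresholds.

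**Figure D3:**
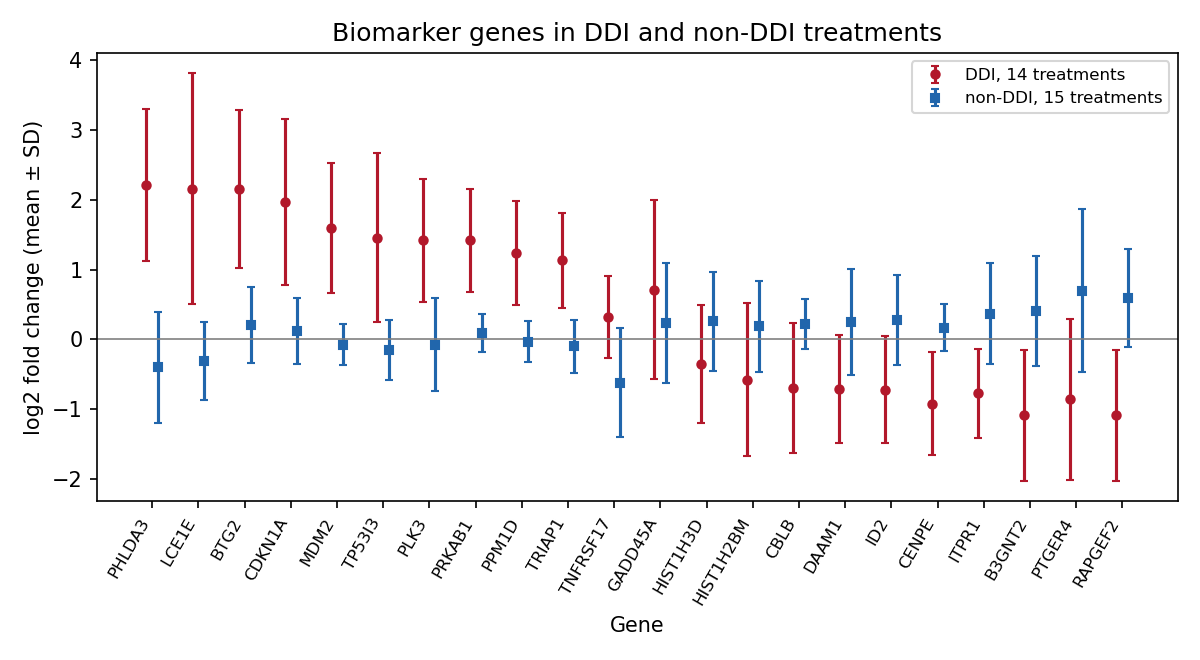
Mean log2 fold change with SD of 22 genes named in the text, over 14 DDI treatments (red circles) and 15 non-DDI treatments (blue squares). PHLDA3 lies at 2.21 in DDI and −0.40 in non-DDI treatments, and RAPGEF2 at −1.08 and 0.59.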

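Under the rule that 1 DDI call among the 3 analyses is enough, 13 of 14 DDI agents and 13 of 14 non-DDI agents were called correctly (92.9%, exact 95% confidence interval 66.1% to 99.8% for each). Over all 28 agents the share was 92.9% (76.5% to 99.1%). The known classes of these same agents set the side of PC1, the names of the clusters and the centroids. The panel was picked on them as well, so the shares and intervals do not describe new agents. The agents that were not called correctly were MTX, with 4 changed genes the DDI treatment with the fewest, and 2-DG. Each set against its own vehicle, 2-DG had more changed genes (32) than any other non-DDI treatment, but 3 against the 8 other vehicles. NaAsO2 was also missed with HPRT1 alone, with the panel median and without replicate 1. With the mean of all vehicle controls or, for agents in H2O, the 8 other vehicles (added later), the missed agents were potassium chromate and MTX, and 2-DG was called non-DDI. Neither of these 2 comparisons changed the number of correct agents.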

Overall, the combined classification approach for the TGx‐DDI biomarker measured using qPCR classified 26 of the 28 agents in the reference set accurately (93% sensitivity; 93% specificity; 93% balanced accuracy; 93% accuracy).

### External Validation of the TGx‐DDI Biomarker Using the Three‐Pronged Approach

For external validation of the TGx‐DDI biomarker measured using qPCR, 24 additional chemicals (Table 2) were profiled and classified using the same methods as the qPCR reference set (Figs. 1 and 2B, and Supporting Information Figure 2).

Of the eight Class 1 agents (i.e., DDI agents) tested, the TGx‐DDI biomarker correctly classified six out of eight external validation chemicals. Although hydroquinone rendered an inconclusive result in the PA, it was correctly classified as DDI in the PCA and 2‐DC analysis (Fig. 2B), leading to a correct DDI classification in the three‐pronged classification approach. Chlorambucil and busulfan were misclassified as non‐DDI, as they were either inconclusive or incorrectly classified as non‐DDI in all three classification methods (Fig. 2B).

Of the five Class 4 agents (i.e., non‐DDI chemicals) tested, one misclassified and one was inconclusive. Sunitinib malate was predicted to be DDI in all three classification methods, resulting in an incorrect overall classification of DDI (Fig. 2B). Although both PCA and 2‐DC analyses were inconclusive for ampicillin, the PA correctly identified it as non‐DDI (Fig. 2B); thus, the overall classification of this chemical was non‐DDI in the three‐pronged classification approach.

Among the 11 Class 5 chemicals (i.e., non‐DDI chemicals that are known to produce irrelevant positive results in *in vitro* genotoxicity tests) tested, two chemicals were misclassified. Exemestane was misclassified as DDI in the PA and PCA, and was inconclusive in the 2‐DC analysis (Fig. 2B). Cycloheximide produced different results in all three classification methods. Although the PA predicted cycloheximide to be non‐DDI and 2‐DC was inconclusive, cycloheximide was close to the cut‐off on the DDI side in the PCA, leading to an overall misclassification as DDI (Fig. 2B).

In summary, classification of chemicals using the TGx‐DDI biomarker measured *via* qPCR accurately classified 18 external validation chemicals—six of the eight Class 1 DDI agents and 13 of the 16 Classes 4 and 5 non‐DDI agents—resulting in a sensitivity of 75%, specificity of 81%, an accuracy of 79%, and a balanced accuracy of 78%.

### Determination of the Predictive Accuracy of the TGx‐DDI Biomarker Using the Running Fisher Test

The predictive accuracy of the TGx‐DDI biomarker was determined using the Running Fisher test. The reference set of 29 treatments was first used to derive a –Log_10_(*P*‐value) cut‐off that eliminated false negatives (Fig. 3A). 

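The direction of each gene was compared with its direction in the difference between the DDI and non-DDI centroids, computed without that agent. PHLDA3, LCE1E and MDM2 lie on the DDI side of this difference, and RAPGEF2 and PTGER4 on the other. In 2-DG, 43 of 61 genes ran in the DDI direction (Spearman rho = 0.38 across genes), and Fisher's exact test gave a signed −log10 p of 1.25. Hydroxyurea reached 10.9 and AraC 9.76. MTX stood at 0.81 (rho = 0.28) and NaAsO2 at −0.38, the lowest value of a DDI treatment, and 5 non-DDI treatments lay at or above it. All 14 DDI treatments had a rho above 0 (0.16 to 0.94), as had 3 non-DDI treatments, 2-DG, paclitaxel (0.06) and trichostatin A (0.11). Tunicamycin was lowest at −0.50. This signed test stands in for the Running Fisher test, and its values are not on the same scale. Genes are not independent replicates. The number of treatments with rho on the wrong side was 5 without replicate 1 and 7 with the mean of all vehicle controls, where 2-DG was not among them.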

Using a cut‐off of 19, there was one false positive, 2‐deoxy‐d‐glucose, in the reference set. Using this threshold, the qPCR TGx‐DDI biomarker demonstrated 100% sensitivity, 93% specificity, and 96% accuracy and balanced accuracy.

**Figure 3:**
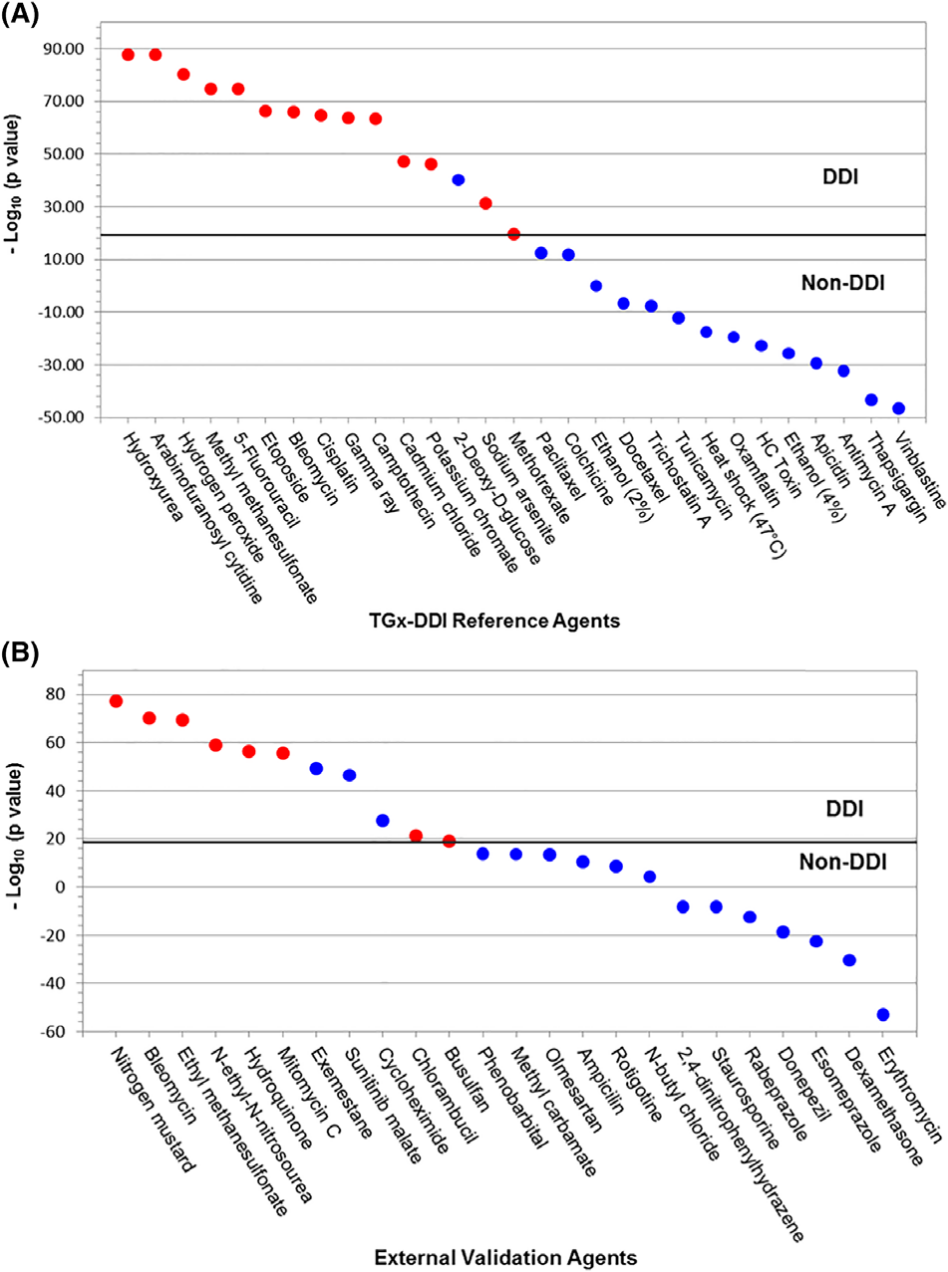
The Running Fisher test results for the 28 reference agents (A) and 24 external validation chemicals (B). Red dots indicate DDI and blue dots indicate non‐DDI agents. Chemicals are ranked by –Log_10_(*P*‐value) from the highest on the left to the lowest on the right. A cut‐off of 19 was derived from the reference set and applied to both datasets to separate DDI and non‐DDI agents (horizontal line). Chemicals above the cut‐off were classified as DDI and ones below were classified as non‐DDI.

The external validation set of 24 treatments was then analyzed. Using the same cut‐off of 19 derived from the reference set, there were three false positives: exemestane, sunitinib malate, and cycloheximide (Fig. 3B). The test thus had a sensitivity of 100% and a specificity of 81%, resulting in an accuracy of 88% and a balanced accuracy of 91% in external validation.

### Combination of Classification Approaches in External Validation

Calls made by the individual analyses of the three‐pronged approach and by the Running Fisher test were combined to determine the best combination of classification methods (Tables 3 and 4). The addition of the Running Fisher test to the three‐pronged approach eliminated two false negative calls for chlorambucil and busulfan, resulting in 100% sensitivity, 81% specificity, 88% accuracy, and 91% balanced accuracy. All combinations containing one of the three analyses of the three‐pronged approach and the Running Fisher test produced the same results as above.

**Table 3:** Calls Made by Different Combinations of Statistical Analyses in External Validation.

	External validation chemicals	Three‐pronged	RF	Three‐pronged + RF	PA + RF	PCA + RF	2‐DC + RF
Group 1 DDI	Bleomycin	DDI	DDI	DDI	DDI	DDI	DDI
	Busulfan	Non‐DDI	DDI	DDI	DDI	DDI	DDI
	Chlorambucil	Non‐DDI	DDI	DDI	DDI	DDI	DDI
	EMS	DDI	DDI	DDI	DDI	DDI	DDI
	ENU	DDI	DDI	DDI	DDI	DDI	DDI
	Hydroquinone	DDI	DDI	DDI	DDI	DDI	DDI
	Mitomycin C	DDI	DDI	DDI	DDI	DDI	DDI
	Nitrogen mustard	DDI	DDI	DDI	DDI	DDI	DDI
Group 2 Non‐DDI (clean genotoxicity profile)	Ampicillin	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI
	Erythromycin	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI
	Methyl carbamate	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI
	*N*‐butyl chloride	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI
	Sunitinib malate	DDI	DDI	DDI	DDI	DDI	DDI
Group 3 Non‐DDI (known *in vitro* positive)	2,4 DNP	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI
	Cycloheximide	DDI	DDI	DDI	DDI	DDI	DDI
	Dexamethasone	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI
	Donepezil	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI
	Esomeprazole	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI
	Exemestane	DDI	DDI	DDI	DDI	DDI	DDI
	Olmesartan	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI
	Phenobarbital	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI
	Rabeprazole	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI
	Rotigotine	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI
	Staurosporine	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI	Non‐DDI
	Sensitivity (%)	75	100	100	100	100	100
	Specificity (%)	81	81	81	81	81	81
	Accuracy (%)	79	88	88	88	88	88
	Balanced Accuracy (%)	78	91	91	91	91	91

RF = Running Fisher; PA = probability analysis; PCA = principal component analysis; 2‐DC = 2‐dimensional clustering. Chemicals with one or more DDI call was classified DDI, and otherwise, non‐DDI.

**Table 4:** Summary of Sensitivity, Specificity, and Balanced Accuracy of TGx‐DDI Determined by Individual Analyses and Aggregate Analyses in External Validation

	Probability analysis (%)	PCA (%)	2‐DC (%)	Three‐pronged overall (%)	Running Fisher (%)	Three‐pronged + running Fisher (%)
Sensitivity	63	75	75	75	100	100
Specificity	88	75	75	81	81	81
Balance Accuracy	75	75	75	78	91	91

## DISCUSSION

We measured the TGx‐DDI biomarker using TaqMan qPCR assays to test its performance on this widely available gene expression platform. The qPCR expression signature of the 28 reference agents was then used to classify 24 external test agents to test performance. The chemicals were classified using two approaches, the three‐pronged classification strategy (PA, PCA, and 2‐DC) and the Running Fisher test.

Using the three‐pronged classification strategy, the TGx‐DDI biomarker measured using qPCR correctly classified 26 out of the 28 chemicals in the reference set, yielding 93% balanced accuracy; the two misclassifications included one false positive (2‐DG) and one false negative (MTX). The Running Fisher test of the qPCR profiles of the TGx‐DDI reference set demonstrated an improvement in accuracy by classifying 27 reference agents correctly (96%). Although the two classification methods were consistent in the misclassification of 2‐DG, the Running Fisher test produced no false negatives. TGx‐DDI was previously validated on the Nanostring nCounter system (Li et al., 2017), where it fully retained the original classification capability and accurately classified all reference agents using the three‐pronged strategy. Overall, analysis of the reference set of agents suggests that the TGx‐DDI biomarker has comparable performance on microarray, nCounter, and qPCR platforms, with the two former technologies yielding slightly higher accuracies.

The performance of the TGx‐DDI biomarker measured using qPCR was further tested by analyzing an additional 24 chemicals that were previously analyzed by both microarray and nCounter technologies (Li et al., 2017). These agents spanned three classes studied in Li et al.: Class 1 (established DDI agents), Class 4 (established non‐DDI agents that are negative in *in vitro* assays), and Class 5 (non‐DDI agents known to produce irrelevant positive results *in vitro*). Of the 24 chemicals, five were misclassified using the three‐pronged strategy and three were misclassified using the Running Fisher test. The TGx‐DDI biomarker measured using qPCR misclassified two alkylating agents, chlorambucil and busulfan, as non‐DDI in the three‐pronged approach, but both were correctly classified as DDI using the Running Fisher test. The misclassification of non‐DDI chemicals was consistent in both classification approaches; sunitinib malate (Class 4), and exemestane and cycloheximide (Class 5), were classified as DDI. Notably, exemestane, an aromatase inhibitor, was previously misclassified using both microarrays and the nCounter system (there were two and one misclassifications from the microarray and nCounter validation exercises, respectively, for these 24 chemicals). The three misclassified non‐DDI agents from the validation set (sunitinib malate, exemestane, and cycloheximide) and one from the reference set (2‐DG) can alter cell signaling and metabolism; such non‐genotoxic modulation of gene expression may influence the biomarker performance as described previously (Li et al., 2017). 

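SEL1L, an adaptor of the degradation of misfolded proteins at the endoplasmic reticulum, rose by 1.06 on the log2 scale in 2-DG (standard error 0.26, adjusted p = 7.6e-04 from limma). It rose by 2.19 in tunicamycin, which blocks protein glycosylation (standard error 0.26, adjusted p = 2.1e-09), and by 1.59 in thapsigargin, which empties the calcium store of the reticulum (adjusted p = 3.4e-06). Tunicamycin and thapsigargin were measured against vehicles that share their Cq values at this gene. ID2 fell by 0.89 in 2-DG (adjusted p = 9.6e-06), and 4 of the 5 signalling genes were lower and none was higher. With the H2O prepared for NaAsO2 as the vehicle, 10 genes changed in 2-DG (19 with the replicate number as a block), 8 up and 2 down. With medium 2 genes changed, and with the mean of all vehicles 3. Against the 8 other vehicles the genes that changed were HIST1H2BG, which was lower, PTGER4 at −0.72 (adjusted p = 3.8e-04) and ID2 at −0.47 (adjusted p = 0.0054), and SEL1L stood at 0.11. Sunitinib malate, exemestane and cycloheximide were not analysed here. From the known action of these agents, the paper proposes that changes in expression without DNA damage may influence the performance of the biomarker.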

Overall, the TGx‐DDI biomarker was able to identify nine out of 11 Class 5 compounds (81%) as non‐DDI, clearly demonstrating its ability to distinguish irrelevant from relevant positives, which highlights the ability of the TGx‐DDI biomarker to inform human relevance as described previously (Li et al., 2017).

Slight discrepancies in biomarker performance across platforms may arise from differences in sensitivity, specificity, and dynamic range of each platform. Compared to both qPCR and nCounter, microarrays have a smaller detection range, and are subject to increased variability in the measurement of weakly expressed genes (Etienne et al., 2004; Richard et al., 2014). In addition, we used manufacturer‐designed TaqMan assays that were designed for maximal coverage of annotated transcripts of each gene and to span exons to prevent contamination of measurements by genomic DNA. Thus, DNA microarray and TaqMan probes may be in different exons of the biomarker genes, which likely introduce variability between the platforms (Etienne et al., 2004). Considering that TGx‐DDI was derived from the NSC identified in the microarray expression profiles, it is not surprising that the expression signature reproduced on qPCR is not identical to the original.

The two different approaches to chemical classification produced similar results. Overall, the Running Fisher test of the TGx‐DDI biomarker measured using qPCR generated no false negatives (100% sensitivity), while the original three‐pronged method produced two false negative calls (75% sensitivity) in external validation, demonstrating increased sensitivity in detecting DDI agents. The Running Fisher test also provided clear calls for chemical classes; whereas, some analyses in the three‐pronged classification strategy produced “unclassified” calls. The Running Fisher test applies a –Log_10_(*P*‐value) cut‐off and classifies chemicals based on their position above or below this threshold, providing dichotomous calls. Overall, the addition of Running Fisher test improved the sensitivity of TGx‐DDI using qPCR. The results indicate that using the TGx‐DDI biomarker in the context of the Running Fisher test might be advantageous for high throughput screening to identify DDI agents through assessment of gene expression by qPCR, similar to our previous studies using microarray and nCounter data (Corton et al., 2018).

The Running Fisher test was also combined with the three‐pronged approach and the individual analyses (Table 3). Overall calls were determined using the same rule applied in the three‐pronged method (one DDI call indicates overall DDI classification, otherwise non‐DDI). All combinations containing the Running Fisher test produced 100% sensitivity, 81% specificity, and 91% balanced accuracy, suggesting that the classification approaches are complementary to each other and can be applied in conjunction.

Li et al. previously noted some limitations of the biomarker in assessing antimetabolites in both the microarray and nCounter external validation (Li et al., 2017). One of the two reference chemicals misclassified by TGx‐DDI biomarker measured *via* qPCR using the three‐pronged approach was MTX, an antimetabolic DDI agent. 

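MTX changed 4 of the 61 genes at an adjusted p under 0.05 from limma, and 14 passed at an unadjusted p under 0.05. CENPE fell by 1.35 on the log2 scale (standard error 0.13, adjusted p = 1.2e-11). The histone genes HIST1H2BG and HIST1H2BI fell by 1.81 (adjusted p = 7.0e-06) and 2.02 (adjusted p = 0.0397). DAAM1 rose by 0.77 (adjusted p = 0.0242). Of the 8 histone genes 2 were lower, 7 when adjusted over the list alone, and all 8 with the replicate number as a block, where 13 genes changed in all, 2 up and 11 down. HIST1H2BI and the others except HIST1H2BG are the histone genes that differ between replicates in most conditions. The call of HIST1H2BI was lost with GUSB alone (adjusted p = 0.0680 from limma) and the panel median (0.0596). Without vehicle replicate 1 or treated replicate 2, the calls of HIST1H2BI and DAAM1 were lost. These left-out fits hold no replicate block, and HIST1H2BI was 0.77 higher in replicate 1 than in replicate 2, in 37 of 38 conditions. Leaving out either sample brings that difference into the fold change, so this loss cannot show whether the fall of HIST1H2BI is fragile. The number of changed genes was 2 without either of these samples, 7 without vehicle replicate 2, 10 when adjusted over all agents together, and 15 against the mean of all vehicle controls. The split was 4 higher and 2 lower with the panel median.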

In Li et al. (2015), MTX induced smaller fold changes in the biomarker gene expression data, producing weaker signals in the heatmap when compared to other DDI agents in the reference set. In their 2015 paper, Li et al. reported that gene panels smaller than the initial 65‐gene panel misclassified MTX. The qPCR analytical method reduced TGx‐DDI biomarker to a gene set containing 61 genes, due to the exclusion of three genes with low signals. This smaller gene set could be a contributing factor to the misclassification of MTX and other chemicals that induced weaker gene expression changes, such as busulfan and chlorambucil (Fig. 1A,B). Moreover, it has been shown that MTX indirectly inhibits DNA synthesis. MTX targets dihydrofolate reductase (DHFR) to inhibit the conversion of dihydrofolate to tetrahydrofolate (THF), which is the precursor of 5,10‐methylene THF. 5,10‐methylene THF is a cofactor in the thymidylate synthase reaction; the inhibition of DHFR by MTX eventually hinders *de novo* synthesis of thymidine (White and Goldman, 1975; Bender and Makula, 1978). Other antimetabolites in the reference set, such as hydroxyurea and 5‐fluorouracil, inhibit ribonucleotide reductase and thymidylate synthase, respectively, and directly inhibit nucleotide synthesis (Krakoff et al., 1968; Spears et al., 1984). Both were correctly classified (Figs. 1 and 2). It is possible that the 4 h MTX exposure may be insufficient to induce a similar level of DNA damage and subsequent transcriptional responses as other DDI agents that can be measured in the 61‐gene panel.

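Hydroxyurea changed 50 of 61 genes, 41 up and 9 down, and AraC, which blocks DNA polymerases once incorporated, 50 genes, 40 up and 10 down (adjusted p under 0.05 from limma). All 23 p53 targets were higher in both, also when adjusted over the list alone, and all 5 signalling genes were lower. LCE1E rose by 4.38 on the log2 scale in hydroxyurea (standard error 0.21, adjusted p = 3.7e-22) and by 5.10 in AraC (standard error 0.21, adjusted p = 2.3e-24), PHLDA3 by 3.93 and 4.25, and BTG2 by 3.46 in hydroxyurea. Against the 8 other vehicles (added later), these values were 2.84 and 3.56 for LCE1E, 2.02 and 2.34 for PHLDA3, and 2.65 for BTG2. PTGER4 fell by 2.21 in hydroxyurea (adjusted p = 1.3e-13) and stood at −0.74 against the other vehicles (adjusted p = 1.4e-05).

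5-FU changed 39 genes, 33 up and 6 down. CDKN1A rose by 2.55 (standard error 0.23, adjusted p = 1.4e-12) and BTG2 by 2.50 (standard error 0.19, adjusted p = 2.0e-14). ID2 fell by 0.82 (adjusted p = 3.0e-05) and CENPE fell by 0.63 (adjusted p = 5.3e-05). PHLDA3 rose by 1.80, against a DMSO vehicle whose value in replicate 2 is repeated in the medium vehicle. Of the p53 targets 22 of 23 were higher, also when adjusted over the list alone, and 2 of the 5 signalling genes were lower. The panel was selected on these agents, so the counts are not independent evidence. Scaled to the panel median the calls were 29 up and 15 down in hydroxyurea, 27 and 17 in AraC, and 21 and 12 in 5-FU, where they were 26 and 9 with GUSB alone.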

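The response to MTX was compared with the mean response to 5-FU, AraC and hydroxyurea in the same limma fit. It differed at 47 of 61 genes, 7 higher and 40 lower in MTX (52 with the replicate number as a block, 8 higher and 44 lower). LCE1E differed by −3.41 on the log2 scale (standard error 0.25, adjusted p = 1.4e-15), PHLDA3 by −3.31 (standard error 0.22), BTG2 by −3.29 and CDKN1A by −2.65 (standard error 0.27, adjusted p = 3.8e-11). DAAM1 differed by 1.61 and PTGER4 by 1.60. All 23 p53 targets were lower in MTX, also when adjusted over the list alone, and 4 of the 5 signalling genes were higher. Under panel median scaling 11 genes were higher and 22 lower, 17 p53 targets among the latter. Of these agents AraC and hydroxyurea were measured against H2O, which was low in PHLDA3 and LCE1E. The agents were compared after 4 h only. From this small response of MTX, the paper proposes that the exposure was too short for a damage response of the size seen with other DDI agents.

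**Figure D4:**
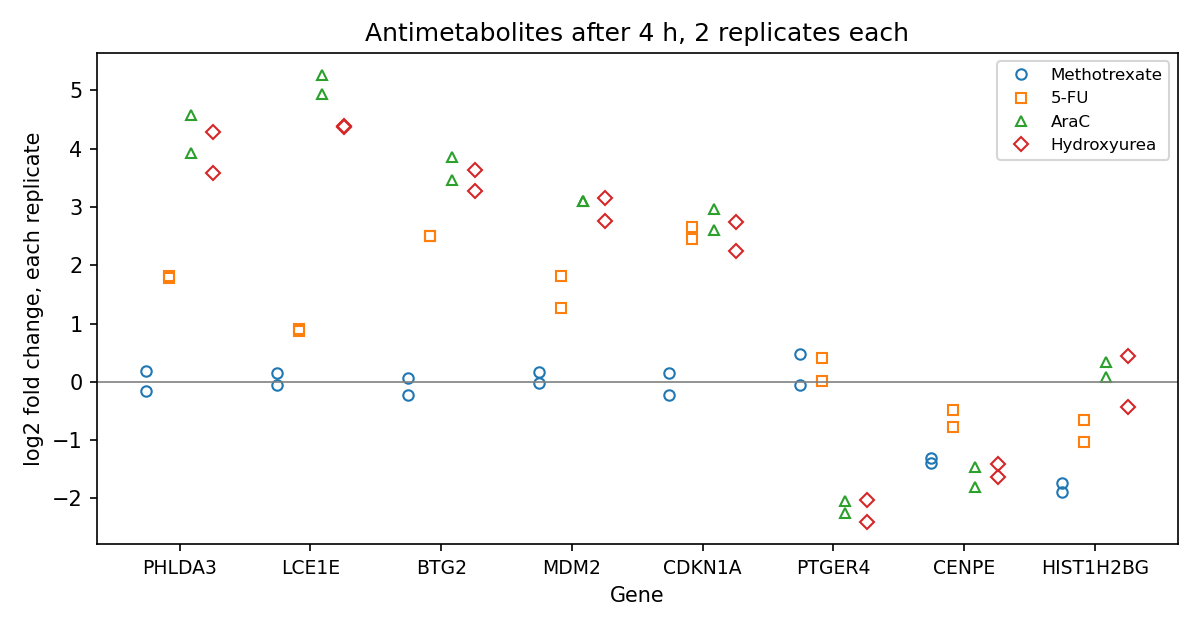
Log2 fold changes of 8 genes in each of 2 replicates of MTX, 5-FU, AraC and hydroxyurea after 4 h. Both replicates of MTX lie near 0 for PHLDA3, LCE1E, BTG2, MDM2 and CDKN1A, at −0.16 and 0.19 for PHLDA3, whereas CENPE is below 0 in both replicates of all agents shown.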

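NaAsO2, cadmium chloride and potassium chromate are all listed as heavy metals. In NaAsO2 the 5 signalling genes were higher and none was lower (1 of 5 with HPRT1 alone and 3 with the panel median), whereas in cadmium chloride all 5 were lower. Their vehicles differ. Of the 5 genes, 4 are higher in the H2O vehicle of cadmium chloride than in the 8 other vehicles (mean of the list 0.74). PTGER4 in cadmium chloride went from −2.03 to −0.56 against those vehicles. The H2O vehicle of NaAsO2 was lower than the mean of the rest at 28 genes and higher at 0 with limma. The contrast is therefore also one of vehicles, and rises in NaAsO2 were measured against a low vehicle. The p53 targets were higher in NaAsO2 at 17 of 23 genes (18 when adjusted over the list alone). They were 10 with HPRT1 alone, and 11 higher and 3 lower with the panel median. The Euclidean distance between NaAsO2 and cadmium chloride was 11.3 and that between NaAsO2 and potassium chromate 10.8, larger than the mean distance of 8.94 over the 82 pairs of DDI treatments with different modes of action. Potassium chromate and cadmium chloride, which share the H2O vehicle, lay 8.21 apart, below that mean. NaAsO2 was set against another H2O vehicle than these 2 agents, so its distances from them hold the difference between vehicles as well. Of the agents that break DNA strands, bleomycin and hydrogen peroxide, which share the H2O vehicle, lay 5.00 apart. Gamma rays, set against medium, lay 6.09 from hydrogen peroxide and 7.99 from bleomycin. Cisplatin and MMS lay 4.82 apart, and 5-FU and MTX, both listed as RNA/DNA antimetabolites, lay 8.06 apart. Of the p53 targets 20 were higher and 1 lower in bleomycin (21 and 1 when adjusted over the list alone), 22 higher in hydrogen peroxide and 23 in gamma rays, and 11, 17 and 19 were higher with the panel median. With the 8 other vehicles as the reference (added later), 17 were higher in bleomycin and 18 in hydrogen peroxide. The panel was picked on these agents. Over the 9 pairs of DDI treatments with the same mode of action the mean distance was 7.15, a difference of −1.79 (one-sided permutation test over 7 modes, p = 0.0156). With 1 minus the Pearson correlation as the distance the difference was 0.03 (permutation p = 0.653). Of the 9 pairs 3 share a vehicle, and of the 82 pairs 18.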

The DDI grouping includes genotoxicants that directly or indirectly interact with DNA; however, the diverse MOAs within the group are not distinguishable. Moreover, the non‐DDI group contains non‐genotoxic agents as well as aneugens, which cause abnormal chromosome numbers in daughter cells through the interference with the mitotic machinery (Parry et al., 1996). 

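Vinblastine and colchicine, which block the assembly of microtubules, changed 11 genes each (6 up and 5 down, and 7 up and 4 down) at an adjusted p under 0.05 from limma. TNFRSF17 fell by 1.30 in vinblastine (standard error 0.22, adjusted p = 1.3e-05) and by 1.36 in colchicine (adjusted p = 4.8e-06), whose replicate 1 value at this gene is repeated in cisplatin. PTGER4 rose by 1.32 in colchicine (adjusted p = 1.8e-06), and HIST1H2BG fell by 2.44 in vinblastine (adjusted p = 1.4e-08). The DMSO value of HIST1H2BG in replicate 2 is repeated in the medium vehicle. Of the 23 p53 targets 1 was higher and 2 lower in vinblastine, also when adjusted over the list alone, and 1 higher and 1 lower in colchicine (1 and 0 when adjusted over the list alone). The log2 fold change of CDKN1A was −0.07 (95% confidence interval −0.53 to 0.39) in vinblastine and 0.24 (−0.22 to 0.70) in colchicine. The number of changed genes in vinblastine was 3 without treated replicate 1, 7 without treated replicate 2 and 6 without vehicle replicate 2, and in colchicine 4 without treated replicate 1 and 7 without vehicle replicate 1. With the panel median vinblastine had 9 genes up and 2 down, and with HPRT1 alone vinblastine had 5 up and 2 down and colchicine 7 up and 2 down.

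Paclitaxel and docetaxel are taxanes that differ in the acyl group of the side chain and at an acetyl group of the ring, and both were given at 50 nM in DMSO. The direct contrast found 0 genes with limma, and 0 at an unadjusted p under 0.05. The largest difference was 0.57, at USP41, and the half-width of the 95% confidence interval had a median of 0.41 and reached 1.78 on the log2 scale, so smaller differences could not be seen. Paclitaxel changed 4 genes against DMSO, USP41 (2.53), CENPE (0.44), CEBPD (−0.97) and HIST1H2BG (−0.91), and docetaxel 0 with limma, where 5 passed at an unadjusted p under 0.05 and 3 with the replicate number as a block (CEBPD, HIST1H1E and HIST1H2BG). USP41 in paclitaxel was 0.63 (adjusted p = 0.992) without vehicle replicate 2 and 0.77 (adjusted p = 0.258) against the mean of all vehicle controls, and the DMSO vehicle is the lowest of the vehicles at this gene. HIST1H2BG, whose DMSO value in replicate 2 is repeated in the medium vehicle, turned to 0.12 against that mean, where 17 genes changed in paclitaxel and 11 in docetaxel. Adjusted over all agents docetaxel changed 4, and with the panel median paclitaxel changed 0 with limma. Paclitaxel had 0 changed genes without either treated replicate, 1 without vehicle replicate 1 and 2 without vehicle replicate 2, and docetaxel had 1 without either vehicle replicate. None of the p53 targets passed in either taxane.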

Although considered non‐DDI in this study, aneugens cause genomic damage and, thus, are genotoxicants. Moving forward, investigating other potential signatures specific to MOAs contained in the reference set may be useful for querying a single whole transcriptome expression profile for different genotoxic mechanisms.

Recently, Ates et al. developed a 96‐well qPCR array for analyzing a proprietary gene expression signature of genotoxicity in HepaRG cells (Ates et al., 2018). While the experimental approach is similar to our study, this gene expression signature is analyzed after a 72 h exposure based on a reference set of known *in vivo* genotoxicants that contains aneugens (e.g., vinblastine) that are included in the non‐DDI category of the TGx‐DDI reference set. Thus, positive calls made by the two biomarkers provide different information regarding the chemical's interaction with DNA.

The development and validation of the qPCR analytical methodology for the TGx‐DDI biomarker addresses the challenge that laboratories without whole transcriptome profiling capacity may face in applying TGx‐DDI. Another barrier may be the statistical analyses that are required for classification. Recently, an online chemical classification application was released that uses the original TK6 biomarker developed on Agilent Whole Genome microarrays (URL: https://manticore.niehs.nih.gov/tgclassifier/gthome.php) (Jackson et al., 2017). Users can upload their own transcriptomic data for test chemicals and vehicle controls to this open access tool for the three‐pronged chemical classification; the tool eliminates the need for in‐house biostatistics expertise to use the biomarker. The online tool currently supports Affymetrix Human Genome arrays, Agilent Whole Human Genome arrays, and generic arrays with log_2_ transformed gene fold change values. The qPCR dataset generated in the present study will provide a qPCR‐specific reference expression profile to the online tool for future studies applying the biomarker in the qPCR format.

In summary, we reproduced the TGx‐DDI biomarker using qPCR assays in 96‐well arrays to broaden its accessibility. The utility of the qPCR expression signature as a biomarker to identify DDI chemicals was tested using a set of 24 external chemicals. The qPCR analytical methodology was consistent with the microarray and nCounter methodologies for the TGx‐DDI biomarker, although somewhat less accurate than the latter technologies. The results demonstrate that DDI classifications can be made using this qPCR approach. Furthermore, this work complements the TGx‐DDI online chemical classification tool discussed above; as an addition to the online tool, the qPCR dataset will further facilitate the application of TGx‐DDI and its incorporation in genotoxicity assessment.

### STATEMENT OF AUTHOR CONTRIBUTIONS

CLY, JB, HHL, AF, JA, and EC designed the study. CLY obtained funding to support the project. HHL and RXC conducted the cellular exposures. JB extracted all RNA samples. EC performed the qPCR. AW conducted the statistical analyses and prepared figures. JCC conducted the Running Fisher test and prepared the methods and results sections for this analysis. EC prepared the manuscript with important intellectual input from all authors. All authors had access to the study data and approved the final manuscript.

## Supporting information

Supplementary Table I. **TaqMan Assay ID of 64 TGx‐DDI Biomarker Genes and qPCR Reference Genes**
Supplementary Table II. **Location of Each TaqMan qPCR Assay in the 96‐Well Array**
Supplementary Figure 1. Layout of the custom 96‐well qPCR array. Duplicate assay indicates an alternate TaqMan assay for select biomarker genes. One of the two assays was chosen for the final analyses based on biomarker performance.

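The array has 96 wells. Of the 61 panel genes 36 were measured in 1 well and 25 in 2 wells, and 20 genes had 2 different TaqMan assays listed. The table analysed here holds 1 Cq per gene and sample, and the supplement says that the assay kept was picked by the performance of the biomarker. The other assay was not analysed here. CDKN1A, MDM2 and the other genes were all matched by gene ID to a current record (61 of 61), and 11 have another current symbol.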

Supplementary Fig. 2. **A‐X** Principal Component Analysis (PCA) of the qPCR profiles of the reference set and individual validation agents (left panel) and two‐dimensional clustering (2‐DC) of the qPCR profiles of the reference set and individual validation agents (right panel). Red font indicates DDI reference agents and blue font indicates non‐DDI agents. Green front represents the external validation chemical.

# Supplementary material for: Assessment of the performance of the TGx‐DDI biomarker to detect DNA damage‐inducing agents using quantitative RT‐PCR in TK6 cells
**Source:** Environ Mol Mutagen. 2018 Nov 29;60(2):122–33. doi: 10.1002/em.22257
**Supplement:** Supplementary file 1 — Supplementary Table I. TaqMan Assay ID of 64 TGx‐DDI Biomarker Genes and qPCR Reference Genes Supplementary Table II. Location of Each TaqMan qPCR Assay in the 96‐Well Array Supplementary Figure 1. Layout of the custom 96‐well qPCR array. Duplicate assay indicates an alternate TaqMan assay for select biomarker genes. One of the two assays was chosen for the final analyses based on biomarker performance.

**SUPPLEMENTARY MATRIAL**

**SUPPLEMENTARY TABLE I. TaqMan Assay ID of 64 TGx-DDI Biomarker Genes and qPCR Reference Genes**

The 64-gene signature developed by Li et al. [2015] [Li et al., 2015]. Previous gene names or gene aliases are shown in brackets in the Gene Symbol column. Asterisk (*) indicates qPCR reference genes for normalization.

**SUPPLEMENTARY TABLE II.** **Location of Each TaqMan qPCR Assay in the 96-Well Array**

Highlighted assays/genes indicate the assays that were included in the final analyses. The TaqMan assays were chosen based on the biomarker performance.

* indicates reference genes

The ‘TaqMan Array Plate 96 Plus’ format contains four preloaded assays for reference genes (18s, GAPDH, HPRT, and GUSB) (Applied Biosystems, Burlington, ON, Canada)

**Supplementary Fig. 1.** Layout of the custom 96-well qPCR array. Duplicate assay indicates an alternate TaqMan assay for select biomarker genes. One of the two assays was chosen for the final analyses based on biomarker performance.

**Supplementary Fig. 2. A-X** Principal Component Analysis (PCA) of the qPCR profiles of the reference set and individual validation agents (left panel) and two-dimensional clustering (2-DC) of the qPCR profiles of the reference set and individual validation agents (right panel). Red font indicates DDI reference agents and blue font indicates non-DDI agents. Green front represents the external validation chemical.

# Supplementary material for: Assessment of the performance of the TGx‐DDI biomarker to detect DNA damage‐inducing agents using quantitative RT‐PCR in TK6 cells
**Source:** Environ Mol Mutagen. 2018 Nov 29;60(2):122–33. doi: 10.1002/em.22257
**Supplement:** Supplementary file 2 — Supplementary Fig. 2. A‐X Principal Component Analysis (PCA) of the qPCR profiles of the reference set and individual validation agents (left panel) and two‐dimensional clustering (2‐DC) of the qPCR profiles of the reference set and individual validation agents (right panel). Red font indicates DDI reference agents and blue font indicates non‐DDI agents. Green front represents the external validation chemical.

# A

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

HC Toxin

OxamflatinApicidin

Docetaxel

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray Bleomycin

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Bleomycin

Camptothecin

NaAsO2

H2O2

Bleomycin 2-DG K2CrO4

5

Paclitaxel

Docetaxel Trichostatin A

0

Heat Shock (47o C) Vinblastine Colchicine Methotrexate Thapsigargin

CdCl2 Tunicamycin Antimycin A

-5

4% EtOH

2% EtOH

Oxamflatin

Apicidin

-10

HC Toxin

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# B

Paclitaxel

Docetaxel

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

HC Toxin

OxamflatinApicidin

Busulfan

Docetaxel

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Trichostatin A

Heat Shock (47o C)

10

Vinblastine

Colchicine

Methotrexate

Thapsigargin

CdCl2

Tunicamycin Antimycin A 4% EtOH

5

2% EtOH

Oxamflatin Apicidin HC Toxin Busulfan NaAsO2 MMS

0

Cisplatin

Etoposide 5-FU

-5

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin

2-DG

-10

K2CrO4

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

MMS

Cisplatin

Methotrexate

Chlorambucil

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

HC Toxin

OxamflatinApicidin

Docetaxel

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

5

NaAsO2 Paclitaxel

Docetaxel

Trichostatin A

Heat Shock (47o C) Vinblastin Colchicine Methotrexate Thapsigargin CdCl2

0

Chlorambucil Oxamflatin Apicidin

-5

HC Toxin

Tunicamycin

Antimycin A

4% EtOH

-10

2% EtOH

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# D

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

HC Toxin

OxamflatinApicidin

Docetaxel

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

4 Gy - Gamma ray

NaAsO2

EMS

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

EMS

Camptothecin

NaAsO2

H2O2

Bleomycin 2-DG K2CrO4

5

Paclitaxel

Docetaxel Trichostatin A

0

Heat Shock (47o C) Vinblastin Colchicine Methotrexate Thapsigargin

CdCl2

-5

Tunicamycin Antimycin A

4% EtOH

2% EtOH

Oxamflatin

Apicidin

-10

HC Toxin

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# E

Etoposide

5-FU

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

HC Toxin

OxamflatinApicidin

Docetaxel

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

ENU

5-FU

Camptothecin

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

4 Gy - Gamma ray

ENU

10

MMS

Cisplatin

Camptothecin

H2O2

Bleomycin

2-DG K2CrO4

5

NaAsO2

Paclitaxel

Docetaxel Trichostatin A

0

Heat Shock (47o C) Vinblastin Colchicine Methotrexate Thapsigargin

CdCl2 Tunicamycin Antimycin A

-5

4% EtOH

2% EtOH

Oxamflatin

Apicidin

-10

HC Toxin

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# F

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

HC Toxin

OxamflatinApicidin

Docetaxel

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Hydroxyurea

Ara C Camptothecin 5-FU Hydroquinone

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Camptothecin

Hydroquinone

NaAsO2

H2O2

Bleomycin 2-DG K2CrO4

5

Paclitaxel

Docetaxel Trichostatin A

0

Heat Shock (47o C) Vinblastin Colchicine Methotrexate Thapsigargin

CdCl2 Tunicamycin Antimycin A

-5

4% EtOH

2% EtOH

Oxamflatin

Apicidin

-10

HC Toxin

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# G

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

HC Toxin

OxamflatinApicidin

Docetaxel

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

Mytomycin C

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Mytomycin C

Camptothecin

NaAsO2

H2O2

Bleomycin 2-DG K2CrO4

5

Paclitaxel Docetaxel Trichostatin A

0

Heat Shock (47o C) Vinblastin Colchicine Methotrexate Thapsigargin

CdCl2 Tunicamycin Antimycin A

-5

4% EtOH

2% EtOH

Oxamflatin

Apicidin

-10

HC Toxin

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# H

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

HC Toxin

OxamflatinApicidin

Docetaxel

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Nitrogen Mustard

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Nitrogen Mustard

Etoposide

10

5-FU

4 Gy - Gamma ray

Camptothecin

NaAsO2

H2O2

Bleomycin 2-DG K2CrO4

5

Paclitaxel

Docetaxel Trichostatin A

0

Heat Shock (47o C) Vinblastin Colchicine Methotrexate Thapsigargin

CdCl2 Tunicamycin Antimycin A

-5

4% EtOH

2% EtOH

Oxamflatin

Apicidin

-10

HC Toxin

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# I

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

HC Toxin

OxamflatinApicidin

Docetaxel

4% EtOH

2% EtOH

Tunicamycin

Ampicilin

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

5

NaAsO2 Paclitaxel

Docetaxel

Trichostatin A Heat Shock (47 C) Vinblastin Colchicine Methotrexate Thapsigargin CdCl2

0

Tunicamycin Antimycin A 4% EtOH

-5

2% EtOH

Oxamflatin

Apicidin

HC Toxin

-10

Ampicilin

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# J

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

OxamflatinApicidin

Docetaxel

Erythromycin

HC Toxin

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

5

NaAsO2 Paclitaxel

Docetaxel

Trichostatin A

Heat Shock (47 C)

Vinblastin Colchicine Methotrexate Thapsigargin Erythromycin

0

CdCl2 Tunicamycin Antimycin A

-5

4% EtOH

2% EtOH

Oxamflatin

Apicidin

-10

HC Toxin

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# K

Paclitaxel

Docetaxel

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

OxamflatinApicidin

Docetaxel

HC Toxin

4% EtOH

2% EtOH

Antimycin A Methyl carbamate

Tunicamycin

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Trichostatin A

Heat Shock (47 C)

10

Vinblastin

Colchicine

Methotrexate

Thapsigargin

CdCl2

Tunicamycin Antimycin A 4% EtOH

5

2% EtOH

Oxamflatin

Apicidin

HC Toxin

0

Methyl carbamate MMS

Cisplatin Etoposide

5-FU

-5

4 Gy - Gamma ray Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

-10

NaAsO2

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

Paclitaxel

Docetaxel

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

OxamflatinApicidin

Docetaxel

HC Toxin

4% EtOH

2% EtOH

Tunicamycin

N butyl Chloride

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Trichostatin A

Heat Shock (47 C)

10

Vinblastin

Colchicine

Methotrexate

Thapsigargin

CdCl2

Tunicamycin Antimycin A 4% EtOH

5

2% EtOH

Oxamflatin

Apicidin

HC Toxin

0

N butyl Chloride MMS

Cisplatin Etoposide

5-FU

-5

4 Gy - Gamma ray Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

-10

NaAsO2

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# M

Sunitibib malate

NaAsO2

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

OxamflatinApicidin

Docetaxel

HC Toxin

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2 Sunitibib malate

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

MMS

Cisplatin

10

Etoposide

5-FU

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin 2-DG K2CrO4

5

Paclitaxel

Docetaxel

Trichostatin A

Heat Shock (47 C) Vinblastin Colchicine Methotrexate Thapsigargin

0

CdCl2 Tunicamycin Antimycin A

-5

4% EtOH

2% EtOH

Oxamflatin

Apicidin

-10

HC Toxin

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# N

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

OxamflatinApicidin

Docetaxel

HC Toxin

Tunicamycin

2, 4 DNP

4% EtOH

2% EtOH

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

5

NaAsO2 Paclitaxel

Docetaxel

Trichostatin A

Heat Shock (47 C)

Vinblastin Colchicine Methotrexate Thapsigargin CdCl2

0

Tunicamycin Antimycin A 2,4 DNP

-5

4% EtOH

2% EtOH

Oxamflatin

Apicidin

-10

HC Toxin

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# O

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

OxamflatinApicidin

Docetaxel

HC Toxin

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Cycloheximide

Etoposide

5-FU

10

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

5

NaAsO2 Paclitaxel

Docetaxel

Trichostatin A

Heat Shock (47 C)

Vinblastin Colchicine Methotrexate Thapsigargin CdCl2

0

Tunicamycin Antimycin A 4% EtOH

-5

2% EtOH

Oxamflatin

Apicidin

HC Toxin

-10

Cycloheximide

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# P

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Dexamethasone

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

OxamflatinApicidin

Docetaxel

HC Toxin

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin

2-DG

K2CrO_4_

5

NaAsO_2_ Dexamethasone

Thapsigargin

Paclitaxel

Docetaxel

Trichostatin A Heat Shock (47 C) Vinblastin Colchicine Methotrexate

0

CdCl2 Tunicamycin Antimycin A

-5

4% EtOH

2% EtOH

Oxamflatin

Apicidin

-10

HC Toxin

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# Q

Paclitaxel

Docetaxel

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

Donepezil

HC Toxin

OxamflatinApicidin

Docetaxel

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Trichostatin A

Heat Shock (47 C)

10

Vinblastin

Colchicine

Methotrexate

Thapsigargin

CdCl2

Tunicamycin Antimycin A 4% EtOH

5

2% EtOH

Oxamflatin

Apicidin

HC Toxin Donepezil MMS

0

Cisplatin Etoposide

5-FU

-5

4 Gy - Gamma ray Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

-10

NaAsO2

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# R

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Esomeprazole

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

HC Toxin

OxamflatinApicidin

Docetaxel

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

5

NaAsO2 Paclitaxel

Docetaxel

Trichostatin A

Heat Shock (47 C)

Vinblastin Colchicine Methotrexate Thapsigargin CdCl2

0

Tunicamycin Antimycin A 4% EtOH

-5

2% EtOH

Oxamflatin

Apicidin

HC Toxin

-10

Esomeprazole

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# S

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

HC Toxin

OxamflatinApicidin

Docetaxel

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Exemestane

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

5

NaAsO2 Paclitaxel

Docetaxel

Trichostatin A

Heat Shock (47 C)

Vinblastin Colchicine Methotrexate Thapsigargin CdCl2

0

Tunicamycin Antimycin A 4% EtOH

-5

2% EtOH

Oxamflatin

Apicidin

HC Toxin

-10

Hydroxyurea

PC 2

## -10 -5 0 5 10

Ara C Exemestane

# T

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

OxamflatinApicidin

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

HC Toxin

Olmesartan Docetaxel

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

5

NaAsO2 Paclitaxel

Docetaxel

Trichostatin A Heat Shock (47 C) Olmesartan Vinblastin Colchicine Methotrexate Thapsigargin

0

CdCl2 Tunicamycin Antimycin A

-5

4% EtOH

2% EtOH

Oxamflatin

Apicidin

-10

HC Toxin

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# U

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

OxamflatinApicidin

Docetaxel

HC Toxin

Phenobarbital

4% EtOH

2% EtOH

Tunicamycin

Antimycin A

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

5

NaAsO2 Paclitaxel

Docetaxel

Trichostatin A Heat Shock (47 C)

Vinblastin Colchicine Phenobarbital Methotrexate Thapsigargin

0

CdCl2 Tunicamycin Antimycin A

-5

4% EtOH

2% EtOH

Oxamflatin

Apicidin

-10

HC Toxin

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# V

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

HC Toxin

OxamflatinApicidin

Docetaxel

4% EtOH

2% EtOH

Antimycin A

Rabeprazole

Tunicamycin

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

5

NaAsO2 Paclitaxel

Docetaxel

Trichostatin A

Heat Shock (47 C)

Vinblastin Colchicine Methotrexate Thapsigargin CdCl2

0

Oxamflatin Apicidin HC Toxin

-5

Tunicamycin

Antimycin A

Rabeprazole

4% EtOH

-10

2% EtOH

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# W

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Heat Shock (47oC) Paclitaxel Trichostatin A

Colchicine

HC Toxin

OxamflatinApicidin

Docetaxel

Rotigotine

4% EtOH

2% EtOH

Antimycin A

Tunicamycin

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

5

NaAsO2 Paclitaxel Docetaxel

Trichostatin A

Heat Shock (47 C)

Vinblastin Colchicine Methotrexate Rotigotine Thapsigargin

0

Tunicamycin Antimycin A 4% EtOH

-5

2% EtOH

Oxamflatin

Apicidin

HC Toxin

-10

CdCl2

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

# X

MMS

Cisplatin

Methotrexate

Thapsigargin

CdCl2

Vinblastine

Colchicine

Stauroporine

Paclitaxel Trichostatin A

OxamflatinApicidin

Heat Shock (47oC)

Docetaxel

HC Toxin

4% EtOH

2% EtOH

Antimycin A

Tunicamycin

MMS

Cisplatin

Camptothecin 5-FU

Hydroxyurea

Ara C

Etoposide

H2O2

NaAsO2

4 Gy - Gamma ray

K2CrO4

Bleomycin

2-DG

Etoposide

5-FU

10

4 Gy - Gamma ray

Camptothecin

H2O2

Bleomycin

2-DG

K2CrO4

5

NaAsO2 Paclitaxel Docetaxel

Trichostatin A Heat Shock (47 C) Vinblastin Colchicine Methotrexate Thapsigargin Staurosporine

0

CdCl2 Oxamflatin Apicidin

-5

HC Toxin

Tunicamycin

Antimycin A

4% EtOH

-10

2% EtOH

PC 2

## -10 -5 0 5 10

Hydroxyurea Ara C

How the deposited data were processed for this re-analysis (not part of the article)

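Cq values of 61 biomarker genes and of the reference genes HPRT1 and GUSB were analysed in 76 cDNA samples of TK6 cells, 29 treatments and 9 vehicle conditions with 2 replicates each. The authors measured them on custom TaqMan arrays of 96 wells, and the deposited table holds 1 Cq per gene and sample. The authors made the deposited fold changes by the ΔΔCq method, dividing each treated replicate by the vehicle replicate of the same number after subtracting the mean Cq of HPRT1 and GUSB. Where a gene had 2 assays, the supplement says that the authors kept 1 of them, picked by how well the biomarker performed. The fold changes were recomputed from the Cq values, and the largest difference from the deposited ones was 1.8e-15 on the log2 scale over 58 columns.

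Sample conditions and replicate numbers were taken from the sample labels and checked against the paper. Of the genes, 61 of 61 were matched by gene ID to the RefSeq annotation of GRCh38.p14, and no coordinates were used, since the files name no genome build. Genes named for a treatment were taken from the 5 highest and the 5 lowest log2 fold changes among those past the threshold that moved the same way in both replicates, and for the classes from the 10 largest differences in each direction, with the genes that the paper names, members of each list and TNFRSF17. This rule was set beforehand, and a few genes were added for comparison between treatments. All Cq values of a treatment were used, as no well was missing or above 40 cycles.

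A linear model with 1 coefficient for each of the 38 conditions was fitted with limma 3.58.1 in R 4.3.3, with moderated t tests on 38 residual degrees of freedom before moderation, and each treatment was set against its own vehicle. The p-values were adjusted by Benjamini-Hochberg over 61 genes within a treatment, and a gene was called at an adjusted p under 0.05. The classes were compared with limma on the mean profiles of 29 treatments. Gene lists (p53 targets, replication-dependent histones, signalling, early stress response and cell cycle) were drawn up from known gene function and tested by permuting class labels 100000 times with seed 1. PCA used centred, unscaled profiles with a border at 0. Clustering used Euclidean distance and average linkage with 3 clusters, each named by the majority of its members, with a tie as inconclusive. Nearest centroids used all genes (shrinkage 0), class shares as priors and a probability threshold of 0.90. An agent was called DDI if any of the 3 analyses called it DDI. Spearman correlation and Fisher's exact test on directions stood in for the Running Fisher test. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

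The paper states that agents and solvents were run on 2 separate occasions, and the deposited fold changes divide samples of the same replicate number, so the numbers were taken to pair the samples and a block on them was fitted as an alternative. As a check, the deviation of a treated replicate from its mean was correlated over genes with that of its vehicle. The median correlation was 0.237 (−0.718 to 0.906), above 0.1 in 19 of 29 treatments and under −0.1 in 7, of which 6 were dissolved in H2O. Other alternatives were the reference gene, the vehicle, left-out replicates, left-out genes with high Cq or of histones, the adjustment, the samples in the fit, the distance, linkage, scaling, shrinkage and priors.

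The scripts were tested on simulated data of 61 genes and 29 agents. For each agent, 7 genes were changed by 0.5, 7 others by 1 and 7 others by 2 on the log2 scale, in the same data. Of these, 44.8% were recovered at a log2 change of 0.5, 82.3% at 1 and 95.1% at 2, and 2.17% of all calls fell on unchanged genes. The simulated vehicles all had the same mean, so these shares do not cover differences between real vehicles. The 24 external validation chemicals and the assays that the authors did not keep were not analysed here.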

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

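The tests of a shift shared by all samples of the H2O group were chosen only after the result was seen. The 9 vehicle conditions were compared at each of 61 genes, and at 10 of them the vehicle at the end of the range lay far from the others (gap over range above Dixon's 95% critical value). Chance flags about 1 in 20 groups of independent values, which makes 3.05 genes expected. The ethanol and acetonitrile vehicles share 50 of 61 values, and all genes were read on the same samples. The 10 genes are therefore not independent flags, and the expected number is only a rough guide. The H2O vehicle stood apart at 8 of the 10, for PHLDA3 (0.759), B3GNT2 (0.691), DCP1B (0.634), PRKAB1 (0.536), TRIAP1 (0.534), COIL (0.531), C12orf5 (0.527) and GADD45A (0.503). The DMSO vehicle stood apart for USP41 (0.663) and the H2O prepared for NaAsO2 for GXYLT1 (0.513). Between the vehicle conditions, which the paper does not compare, 54 of 61 genes differed in limma's F test at an adjusted p under 0.05 (57 with the replicate number as a block). Without the H2O vehicle, a setting added later, 43 differed.

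2-DG, a non-DDI agent, lies on the DDI side of PC1, and its vehicle is the H2O that stands apart. Against the mean of the other 8 vehicles, on the same axes, its PC1 was 3.51, on the non-DDI side. On fixed axes this change of vehicle moves all 7 agents in H2O by the same amount, so the move is not particular to 2-DG. With the axes computed anew, the DDI agents potassium chromate (2.58) and cadmium chloride (1.24) crossed to the non-DDI side as well. The tables argue against a shift of the reference genes (PC1 −1.10 with the panel median) and a single replicate out of place (the higher replicate scored −0.47). If the H2O group is not shifted, they also argue against a rise of p53 targets by 2-DG itself. Against the 8 other vehicles 0 of 23 were higher with limma (0 at an unadjusted p under 0.05), where 15 were higher against H2O. If 2-DG has no effect, they argue against a shift of the whole H2O group, since 2-DG differed from the other vehicles at 3 of 61 genes. A shift of the group cancelled by an effect of 2-DG would give the same values, so the 2 tests together cannot exclude it. A difference of the H2O vehicle samples may account for the position of 2-DG, and what made them differ was not tested.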

How the results depend on the processing

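Comparisons against the 8 other vehicles, without the 6 treatments with repeated Cq values and within DMSO were tests chosen only after results were seen. So were those with crossed H2O numbers, the left-out samples of the methotrexate contrast and the comparison of vehicles with some vehicles left out. Over 173 results, 1972 of 2247 alternative values kept their direction and side of the threshold or their size, 89 lost a call, 8 gained one, 145 moved and 33 reversed, and 96 results held under each alternative run on them. Labels permuted within solvent (5 values) moved nothing. The deposited fold changes (45 of 45 values) could move nothing, since they equal the recomputed ones. Equal priors (6 of 6) moved nothing either, but they are close to the class shares used. All of these are counted among the 1972 values. No well was missing or above 40 cycles, so that alternative gave no values. Where a sample is left out, the lone sample is assumed to vary like the other groups. Those fits hold no replicate block, so histone genes that differ between replicates move with the sample left out. The cause was not tested for the changes below, apart from the vehicle explanation tested for 2-DG.

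With the replicate block, of either kind, methotrexate changed 13 genes (13 with 1 number over all samples). The block moved the count of changed genes by over 1.5 times in no other treatment or contrast than antimycin A, docetaxel and 2-DG against the H2O prepared for NaAsO2. It changed single calls in most treatments, and the sums went from 524 to 587 in DDI and from 241 to 292 in non-DDI treatments. Called histone genes went from 1 to 6 in bleomycin and in AraC, from 0 to 5 in 2-DG and from 3 to 7 in MMS. With the numbers of the H2O vehicle crossed, all 7 agents stayed within 1.5 times their count.

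Against the mean of all vehicle controls, the changed genes were 6 for K2CrO4, 3 for 2-DG and 15 for methotrexate, and 17 for paclitaxel and 11 for docetaxel. PHLDA3 was −0.13 in K2CrO4 and −0.023 in 2-DG, and GADD45A 0.21 in K2CrO4 and 1.13 in CdCl2. LCE1E was −0.12 in 2-DG and HIST1H2BG 0.12 in paclitaxel. PC1 was 3.16 for 2-DG, 0.83 for CdCl2 and 2.74 for K2CrO4. The probability was 0.00549 for CdCl2 and 2.4e-06 for K2CrO4. Histones differed by −1.07, 4 treatments were not called correctly by probability, and 7 ran against their class in the overlap. With agents in H2O against the 8 other vehicles, the changed genes were 5 for K2CrO4, 51 for CdCl2 and 3 for 2-DG; PHLDA3 was −0.34 in K2CrO4 and −0.24 in 2-DG, GADD45A 0.43 in K2CrO4, 1.35 in CdCl2 and 0.032 in 2-DG, and LCE1E −0.30 in 2-DG; PC1 was 2.83 for 2-DG, 1.24 for CdCl2 and 2.58 for K2CrO4; the probability was 0.00210 for CdCl2 and 6.4e-06 for K2CrO4; histones differed by −0.80, and 5 ran against their class. The 2-DG effect was 10 genes against H2O prepared for NaAsO2, 2 against media, 3 against the mean of all vehicle controls and 3 against the mean of the 8 other vehicle controls.

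With HPRT1 alone, NaAsO2 had PC1 1.36 and probability 0.0122. With GUSB alone, 4 treatments were not called correctly by probability. With the panel median, NaAsO2 had PC1 1.76 and probability 0.0173, and ethanol 4% against 2% had 26 genes. The lists then differed by 0.18 (cell cycle), 0.25 (early stress) and −0.83 (histones), and 4 treatments were not called correctly by probability. With at least a doubling or halving, 9 genes remained for K2CrO4, 12 for CdCl2, 8 for 2-DG, 12 for 5-FU, 288 over DDI and 91 over non-DDI treatments. Methotrexate had 10 genes with Benjamini-Hochberg over all agents and 1 with only the agent's and its vehicle's samples, where fewer samples set the spread. Centred and scaled, PC1 of CdCl2 was 0.42. Shrinkage 2 and centroids without the agent left 5 and 5 treatments not called correctly. With 1 minus Pearson correlation the DDI mode of action difference was 0.033. Without the 6 treatments with repeated Cq values, PC1 was 0.080 for CdCl2 and 0.33 for NaAsO2. In that setting 4 treatments were misplaced by PCA, and 4 were not called correctly by probability. Other treatments against DMSO or medium, which hold repeated values too, were kept in it. Within DMSO, HIST1H3D differed by 0.14. The probability of 2-DG was 0.972 with HPRT1 alone and 6.3e-07 with the mean of all vehicle controls, and that of methotrexate 0.191 with the panel median.

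Over left-out replicates, methotrexate ranged from 2 to 7 genes, ethanol 4% against 2% from 10 to 18, PC1 of NaAsO2 from −2.38 to 1.41, its probability from 0.0111 to 1.00, treatments not called by probability from 3 to 4 and those against their class in the overlap from 2 to 5. CEBPD, with the highest Cq, limits what a change in it can show.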

Differences from the paper's values

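The comparison without the 6 treatments with repeated Cq values was among the tests chosen only after results were seen. The paper counts 2 inconclusive calls in the probability analysis, where 1 was found here. Counts are taken to differ when one is more than 1.5 times the other. Of the alternatives set before the data were examined, shrinkage 1 gave the paper's count. The count was 3, within that limit, with GUSB alone, the panel median, without replicate 2 and with centroids without the agent. It differed with HPRT1 alone (0), without replicate 1 (0), histone genes left out (0), shrinkage 2 (4), and with genes with a mean Cq over 35 left out, the mean of all vehicle controls, the deposited fold changes and equal priors (1 each). With shrinkage 1 potassium chromate and 2-DG were inconclusive and MTX was wrong, which are the paper's calls. The paper's PCA holds dexamethasone beside the reference set, so its axes come from another set of profiles than the 29 treatments used here, and scores near 0 are compared only as far as that allows. PC1 of CdCl2 is about 0.6 in the paper (Fig. 1, read by eye) and −1.04 here. It did not differ with the mean of all vehicle controls and when centred and scaled, and differed under the other alternatives set before. PC1 of K2CrO4 is about −1.4 in the paper (Fig. 1, read by eye) and −1.18 here. Scores are taken to differ when they lie on opposite sides of 0 or further apart than the SD of the 2 replicates (0.16 for K2CrO4). By that rule PC1 of K2CrO4 did not differ without replicate 1 and when centred and scaled, and differed under the others. The rule leaves out the error of reading by eye, so −1.18 is not shown to differ from the paper's value.

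The paper has CdCl2 among the agents misplaced by PCA, and here it lay on the DDI side. Centred and scaled, the misplaced agents were CdCl2, 2-DG and MTX, as in the paper. Without the treatments with repeated Cq values, a setting chosen after seeing the values, CdCl2 was also misplaced. In clustering the paper has CdCl2 with the non-DDI agents and 2-DG with the DDI agents. Here CdCl2 joined the DDI group, and 2-DG formed a pair with K2CrO4. CdCl2 was not called correctly by clustering with GUSB alone and with histone genes left out. The paper's legend gives other numbers of DDI and non-DDI agents than the 14 DDI and 15 non-DDI treatments labelled here, and its text counts fewer vehicle controls than the 9 conditions labelled here.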

Other observations

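The tests of repeated Cq values and of histone genes were chosen only after the results were seen, and that of other splits was not. Apicidin, oxamflatin and HC toxin, inhibitors of histone deacetylases, changed 27, 25 and 25 of 61 genes (adjusted p under 0.05 from limma). CEBPD fell by 2.74, 2.80 and 2.40 on the log2 scale, E2F8, a repressor of the E2F family, fell by 2.01, 2.01 and 1.84, and PTGER4 rose by 2.01, 1.98 and 2.06. Trichostatin A, an inhibitor of the same enzymes given at 20 ng/mL, changed 1 gene, HIST1H2BG (−1.11), and none without treated or vehicle replicate 2. The values of HC toxin rest on a vehicle whose Cq values are in part repeated elsewhere. That of HIST1H2BG in trichostatin A rests on a DMSO value that is repeated in the medium vehicle in replicate 2. Apicidin had 18 genes up and 12 down with the panel median (13 and 14 otherwise).

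Antimycin A, which blocks mitochondrial respiration, changed 15 genes (25 with the replicate number as a block). Ethanol at 4% against 2% differed at 17 genes, 7 up and 10 down, and at 10 without the first replicate of 4% ethanol. CBLB was higher by 1.03 (adjusted p = 3.9e-06 from limma), and TRIM22 and PRKAB2 differed by −1.11 and −1.10. The split was 5 higher and 21 lower with the panel median and 5 and 13 with GUSB alone. Thapsigargin lowered 21 genes and raised 8, and 19 changed without vehicle replicate 1. Under panel median scaling the split turned to 13 up and 5 down, and its acetonitrile vehicle holds Cq values that are equal in the ethanol vehicle. Heat shock changed 2 genes, HIST1H2BG (−1.58) and TOPORS (−0.68), and the replicate 2 values of its medium vehicle at both are repeated in the DMSO vehicle. The count was 0 with limma without treated replicate 1, 4 without vehicle replicate 1 and 1 without vehicle replicate 2, and 6 genes passed at an unadjusted p under 0.05.

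The 46 genes that differ between the classes were compared with other splits of the 29 treatments. Of 100 splits, 1 gave as many genes, the real one, and the highest of the others gave 27. The panel was picked in earlier work to separate these same classes, and 6 of the DDI treatments share the H2O vehicle, so the splits cannot tell whether chance grouped the genes.

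Cq values are equal to the last digit in 6 of 2850 pairs of samples at 11 or more genes. Equal values by chance are argued against, since no other pair shared more than 4. The same cDNA under 2 labels is argued against by the reference genes, of which 0 of 12 values were equal. The same readings entered for 2 samples may be the source: the 8 repeated genes with 1 well in cisplatin and colchicine form a single run over 12 wells with 0 unrepeated ones inside it (exact p = 9.6e-07), and the 11 genes that differ between the ethanol and acetonitrile vehicles all have 2 wells. Which sample the values belong to stays open, and no biological explanation was tested.

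The 7 histone genes other than HIST1H2BG were higher in replicate 1 than in replicate 2 by 0.76 to 1.13 on the log2 scale, and HIST1H2BG was not (−0.12). Genomic DNA is argued against by the other assays within a single exon (median −0.045), and a shift of the reference genes by the other panel genes (median −0.058). For more cells in S phase, E2F7 (0.085), E2F8 (−0.054) and CENPE (0.0097, the median) were examined, and none rose as the histone genes did. CENPE is a mitotic gene and the E2F genes differ in sign, so this test cannot decide on S phase. What separates HIST1H2BG from the others stays open.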
